# Gene expression profiling in equine polysaccharide storage myopathy revealed inflammation, glycogenesis inhibition, hypoxia and mitochondrial dysfunctions

**DOI:** 10.1186/1746-6148-5-29

**Published:** 2009-08-07

**Authors:** Eric Barrey, Elodie Mucher, Nicolas Jeansoule, Thibaut Larcher, Lydie Guigand, Bérénice Herszberg, Stéphane Chaffaux, Gérard Guérin, Xavier Mata, Philippe Benech, Marielle Canale, Olivier Alibert, Péguy Maltere, Xavier Gidrol

## Abstract

**Background:**

Several cases of myopathies have been observed in the horse Norman Cob breed. Muscle histology examinations revealed that some families suffer from a polysaccharide storage myopathy (PSSM). It is assumed that a gene expression signature related to PSSM should be observed at the transcriptional level because the glycogen storage disease could also be linked to other dysfunctions in gene regulation. Thus, the functional genomic approach could be conducted in order to provide new knowledge about the metabolic disorders related to PSSM. We propose exploring the PSSM muscle fiber metabolic disorders by measuring gene expression in relationship with the histological phenotype.

**Results:**

Genotypying analysis of GYS1 mutation revealed 2 homozygous (AA) and 5 heterozygous (GA) PSSM horses. In the PSSM muscles, histological data revealed PAS positive amylase resistant abnormal polysaccharides, inflammation, necrosis, and lipomatosis and active regeneration of fibers. Ultrastructural evaluation revealed a decrease of mitochondrial number and structural disorders. Extensive accumulation of an abnormal polysaccharide displaced and partially replaced mitochondria and myofibrils. The severity of the disease was higher in the two homozygous PSSM horses.

Gene expression analysis revealed 129 genes significantly modulated (p < 0.05). The following genes were up-regulated over 2 fold: IL18, CTSS, LUM, CD44, FN1, GST01. The most down-regulated genes were the following: mitochondrial tRNA, SLC2A2, PRKCα, VEGFα. Data mining analysis showed that protein synthesis, apoptosis, cellular movement, growth and proliferation were the main cellular functions significantly associated with the modulated genes (p < 0.05). Several up-regulated genes, especially IL18, revealed a severe muscular inflammation in PSSM muscles. The up-regulation of glycogen synthase kinase-3 (GSK3β) under its active form could be responsible for glycogen synthase (GYS1) inhibition and hypoxia-inducible factor (HIF1α) destabilization.

**Conclusion:**

The main disorders observed in PSSM muscles could be related to mitochondrial dysfunctions, glycogenesis inhibition and the chronic hypoxia of the PSSM muscles.

## Background

Several cases of metabolic myopathies have been observed in the Norman Cob horse breed used to pull carriages [1]. Muscle histology examinations revealed that one bloodline suffers from a glycogenosis described as polysaccharide storage myopathy (PSSM) in Quarter horses [2,3] and classified as non-exertional myopathies with rhadomyolysis in equine muscle disorders [4]. The disease has also been observed in Andalusian horses (Spanish purebred horses) [5], Belgian Draft Horses, Morgan, Arabian, Standardbred, ponies, Warm-blooded horses [6] and a mule [7]. The prevalence of PSSM among overtly healthy Quarter Horses in the United States is likely to be between 6% and 12% [8]. A PSSM phenotype has been characterized in a Norman Cob horse pedigree and in a population of stallions, by histological demonstration in striated muscular fibers of an accumulation of some periodic acid Schiff (PAS)-positive amylase-resistant polysaccharides appearing ultrastructurally as glycogen-like particles [1,9]. Using this criteria, the affection prevalence was 33% among a sample of French stallions. The prevalence of PSSM in Norman Cob stallions was closer to the 36% PSSM affected horses diagnosed in Belgian Draft Horses [10] than the 8% observed in draft horses in the United Kingdom [11]. The common clinical signs of PSSM in various breeds are abnormal hind limb gait, poor muscling, generalized muscle atrophy, poor performance, back soreness, exercise intolerance, spontaneous decumbency with inability to rise, episodic "colic" and rhabdomyolysis [12].

In Humans, 11 types of glycogenosis (or glycogen storage diseases) have been described, each containing several sub-types [13]. The genes responsible for glycogen storage diseases in humans [13] or involved in the glycogen pathway were identified in the PubMed data basis and could be considered as candidates for equine PSSM: G6PC, SLC37A4, NPT4, GAA, AGL, GBE1, GBE2, PYGM, PYGL, PFKM, PHKA2, PHKB, PHKG2, PHKA1, PHKG1, GYS1, GYS2. However, in equine PSSM, the aetiology and physiopathology are not known. The excessive glycogen storage and formation of abnormal polysaccharide in PSSM horses therefore appears to reflect an increase in glycogen synthesis rather than a decrease in its utilisation [3]. Glucose tolerance tests showed that PSSM horses have enhanced cellular uptake of glucose and an increased sensitivity to insulin [14]. Neither glycogenolytic or glycolytic enzyme deficiencies, nor abnormality in the phosphofructokinase (PFKM) regulation, have been identified in affected horses [2,15]. The enhanced insulin sensitivity in PSSM horses is not due to an increase of the glucose transporter GLUT4 content or insulin receptor quantity [16]. Attempts to measure branching enzyme activities with methods developed for human muscle were unsuccessful [2]. Linkage studies did not demonstrate the relationships between PSSM and the candidate genes AMPK [17,18] or AGL [19]. A specific form of fatal glycogen storage disease was observed in a Quarter horse foal where a nonsense mutation in codon 34 of the glycogen branching enzyme (GBE1) was identified [20]. This metabolic myopathy can be compared to human glycogenosis type IV where several mutations and deletions explain the total or partial deficiency of the GBE1 gene. In adult horses, a new G-to-A mutation within the gene encoding glycogen synthase 1 (GYS1) has recently been observed in Quarter horses and some warm-blooded horses [21]. It is assumed that the metabolic disorders of PSSM muscles could be observed in detail at the transcription level because the gene(s) responsible for glycogen storage disease would also be linked to other dysfunctions and to some failure in gene regulatory networks. Thus, the functional genomics approach could be conducted in order to provide new knowledge about the metabolic disorders related to PSSM. For a better understanding of the PSSM physiopathology in Norman Cob horses, we propose exploring the PSSM muscle fiber metabolic disorders by measuring gene expression in relationship with the histological phenotype.

## Methods

### Horses, genotyping and muscle biopsies

All the horses were genotyped for the GYS1 c.926G>A mutation [21] (wild type GG, heterozygous GA or homozygous AA).

A biopsy of the *gluteus medius *muscle was performed in 13 Norman adult horses: 4 females and 9 males, 4–17 years old. This muscle was chosen because of (i) its important propulsion function in horse locomotion, (ii) its early and major histological involvement in the course of the disease [1] and (iii) the good standardization of biopsy sampling [22]. The horses were sedated and received a local anaesthesia before making a small skin incision according to a standardized protocol used in routine for muscle disease diagnostic. The biopsy of the dorsal compartment of the *gluteus medius *was performed at the first third distance between the sacral and *coxae tuber*. A biopsy needle with automatic sampling was vertically inserted until its extremity just under the fascia corresponding to a 3.5 cm depth for the *gluteus medius*. Each muscle biopsy was divided in two parts, and the first part was frozen in isopentane cooled with liquid nitrogen for histological analysis and the second part was collected for genomic analysis. The blood was removed by absorbing it with a compress and immediately frozen in the RNA later^® ^at -80°C. Informed consent was obtained from the horse owner, the French National Studs (Les Haras Nationaux), and the study was approved by the animal care committee of the National Research Institute of Agriculture (INRA).

### Histological analysis

Briefly, the muscle samples were serially sectioned (8 mm thick) and each section was stained with either hematoxylin-eosin-safranine (HES), or periodic acid-Schiff (PAS) with or without incubation for 20 minutes at 37°C with α-amylase [1]. Intracytoplasmic presence of amylase-resistant material was used as diagnosis criteria for PSSM: seven were PSSM horses and six were control horses [2]. Morphometric analysis was performed additionally for histologic quantitative evaluation using a digital camera (Nikon DXM 1200, Badhoevedo, Netherlands) combined with image-analyzing software (Lucia imaging software, Laboratory Imaging Inc., Prague, Czech Republic). Percentages of aggregate-containing and vacuolated fibers were calculated as described previously [1] from each PAS-amylase-stained and HES-stained sections respectively.

Additional biopsies from one PSSM horse (#49) was designated for routine electron microscopy and subsequently fixed in 2.5% buffered glutaraldehyde, postfixed in osmium tetroxide, embedded in epoxy resin, cut into 1-mm-thick sections, stained with uranyl acetate and lead citrate, and examined by transmission electron microscopy.

### Production of the equine long oligonucleotide microarray

Gene expression analysis was performed using a homemade equine long oligonucleotide microarray which included 384 equine transcripts: 50 probes of the mitochondrial genome and 334 probes of the nuclear genome [see Additional file 1 and GEO Platform accession number GPL8349: ]. This equine oligonucleotide microarray was designed according to the derived method used for open access human and mouse long oligonucleotide microarrays [23]. Briefly, the list of human annotated genes (available in the NCBI public data base) involved in muscle structure, contraction, energetic metabolism and inflammation processes was used to identify the equine candidate genes that could be interesting to put on the microarray. Then, this list of candidates was crossed with the orthologous equine sequences available in 2006 on the NCBI data base using a blast method [24]. In addition, 50 other probes of the equine mitochondrial genome were designed to measure the expression of the 13 genes (2 different probes per protein gene) coding for the protein units of the respiratory chain as well as 22 tRNA and 2 rRNA. Finally, 384 probes of 50 nucleotides long were calculated and synthesized with a 5' terminal – NH2 modification in order to attach the probe on the slides. The microarrays were spotted at the microarray service (LEFG, CEA, Evry, France) by printing the equine probes, suspended in a spotting buffer composed of 50% dimethyl sulfoxide (DMSO) and TE on hydrogel slides (Schott Nexterion), with a Microgrid-II-robot. The equine microarray can be spotted alone on a slide or jointly with the 25 K mouse oligonucleotide microarray [23].

This equine microarray has been validated by a reproducibility test, competition test, biological test for equine transcript analysis extracted from different muscles of different equine breeds and health status [unpublished data]. Fourteen microarrays were used for analysis of each PSSM muscle sample against reference control muscles using two fluorochromes in a dye-swap design (duplicate measurements).

### RNA extraction

Total RNA was extracted from tissues by a phenol-chloroform method (TRIZOL^®^ reagent). The quality of total RNA was verified by micro channel electrophoresis (RNA 6000 Nano LabChip^®^, Bioanalyzer^®^). The total RNA concentration and RNA purity were measured by optical density with a spectrophotometer at 260 nm and the ratio 260/280 (Nanodrop^®^). RNA was considered as pure when the 260 nm out of 280 nm absorbance ratio was close to 2. The RNA were stored at -80°C.

### RNA in vitro transcription

The synthesis of RNA with a polyA tail was performed using in vitro transcription with aminoallyl UTP. A total RNA (1 μg) was used to start the synthesis using the in vitro transcription kit according to the manufacturer's protocol (Aminoallyl MessageAmp^® ^II aRNA). This method equally increased the number of mRNA copies of each transcript without changing the proportion of the initial population of transcripts. The integrity and concentration of aminoallyl RNA (aaRNA) were checked again by micro channel electrophoresis (RNA 6000 Nano LabChip^®^, Bioanalyzer^®^) and a spectrophotometer (Nonodrop^®^). The aaRNA were stored at -80°C.

### Microrray hybridization and signal quantification

All the samples of PSSM muscles were hybridized against the reference control muscles. This reference was made by pooling together all the mRNA extracted after in vitro transcription from the 6 control muscles of the sound horses. Briefly, the hybridization protocol [24] included the following steps. After purification of the amino-modified RNA, monofunctional forms of the Cyanine 3 (Cy3) or Cyanine 5 (Cy5) fluorochrome were coupled to 5 μg of the studied sample and control sample by an indirect method: the ester groups linked to the fluorochromes were bound on the amino-allyl groups incorporated on the RNA during the in vitro transcription. The marked targets were then mixed and hybridized on the same chip for immediate comparison of the two nucleic acid populations. For each sample, a dye-swap (duplicate measurement) was performed to avoid asymmetry of marker affinity (Cy3 and Cy5). The two results were averaged before statistical results.

The 5 μg of aaRNA were completely vacuum-dried and resuspended in 9 μL of coupling buffer and 11 μL of dye, the tubes were mixed by vortexing and incubated for 30 minutes in the dark. The reaction was quenched by addition of 0.73 M Hydroxylamine and incubation for 15 minutes in the dark. Excess dye was removed from the labeled aaRNA by purification on a column. Purified labeled aaRNA were subsequently mixed with 10 μg poly (A) RNA, 10 μg yeast tRNA, 10 μg Cot 1 mouse RNA, then precipitated with 0.5 volumes of 7.5 M ammonium acetate and 2.5 volumes of absolute ethanol. After centrifugation at 16,000 × g for 45 minutes to 1 hour at 4°C, the supernatant was removed and the pellet was washed once with 700 μL of 70% ethanol. The samples were centrifuged at 16000 g for 15 minutes at 4°C. The aaRNA pellet was vacuum-dried for 1 minute and then dissolved in 50 μL of the hybridization mix preheated at 50°C: 2 × SSC, 0.1% SDS and 0.1% Salmon sperm DNA. It was mixed by vortexing and incubated in a water bath at 50°C to dissolve the mRNA pellet. Each slide was rehydrated in a humidified chamber for 1 hour at room temperature then dried in a dessicator for 1 hour. The slides were prehybridized in 0.3% Ethanolamine and 0.05 M Na Borate pH9. The slides were plunged 1 minute in water and dried by centrifugation for 7 minutes at 100 × g. The probe was heated for 2 minutes at 100°C and placed between the slide and a cover slip. The arrays were incubated overnight in a water bath at 50°C in a humidified slide chamber and washed in a first solution of 0.1 × SSC with 0.1% SDS for 5 minutes followed by two washing steps in 0.1× SSC for 5 minutes each at room temperature, under agitation and safe from the light. The arrays were dried by centrifugation at 100 × g for 7 minutes. The image of fluorescence intensities of Cy3 (532 nm) and Cy5 (635 nm) were scanned separately with the laser scanner (GenePix^® ^4000B).

The tiff images (10 μm/pixel) were analyzed using a specific software for microarray image analysis (GenePix^® ^Pro 6.0 software) which allowed locating the spots automatically with manual control and quantifying the fluorescence intensity of each spot. For each microarray, the data output were the fluorescence intensities of all the spots corresponding to each gene. These data were imported in a genomic data analysis software (Gene Spring^® ^software) to normalize the data before filtering and statistical analysis. For each sample (horse), a duplicate analysis (dye-swap) was made and the average fluorescence results were used. Then, all the results were normalized per spot and per microarray by the Lowess regression method in order to remove systematic variations. Finally, for each sample and each gene an expression ratio was obtained:

Ratio = Expression of each PSSM muscle/expression in the reference control muscle

For statistical analysis, a log transformation ratio was used to normalize the distribution. A list of the significant genes were obtained by filtering the genes with a cut-off t-test p-value p < 0.05 with Benjamini and Hochberg multiple testing correction method to avoid a false discovery rate [25]. The Student t-test detected the mean expression ratio of replicates which are significantly different from one (expression ratio = 1, means no gene expression change).

### Real time quantitative RT-PCR

In order to validate the equine microarray results, quantitative RT-PCR were conducted in triplicate for the top ten up and down-regulated gene transcripts both in control and PSSM horses. The primers were designed using Primer express software (Applied Biosystem) (Table 1). All the reactions were carried out on the real time PCR system 7500 (Applied Biosystems). Briefly, reverse transcription was performed on 20 ng of aaRNA obtained by aminoallyl amplification (RNA used for microarray hybidization and RT-PCR were issued from the same preparation). Random primers (100 ng) and 10 pmol of dATP, dCTP, dGTP and dTTP were added to RNA in a 13 μL final volume. The reaction tubes were incubated at 70°C for 5 min. The random annealing primer was performed by an incubation at room temperature (~25°C) for 10 min. Four microliters of 5× first strand buffer, 200 pmol of DTT and 200 U of Superscript II reverse transcriptase were added in the tube for a 20 μL final volume and incubated at 42°C for 1 hour. The enzyme was inactivated by incubating the mixture at 70°C for 15 min. The cDNA concentration was measured by optical density with a spectrometer that measured absorbance at 260 and 280 nm (Nanodrop^®^). The equine cDNA solution was diluted in water to obtain a final concentration of 20 ng/μL and stored at -20°C. Complementary DNA (100 ng) obtained from aaRNA was amplified in a 20 μL PCR reaction with 10 μmol of each specific primer and 10 μL SYBR^® ^Green PCR Master Mix. Amplification steps were as follows: 10 min denaturation at 95°C, 40 cycles of denaturation at 95°C for 15 s and annealing extension at 60°C for 1 min. The comparative threshold cycle (CT) method was used for the calculation of amplification as specified by the manufacturer. The expression results of the quantitative RT-PCR of the control and PSSM horses were normalized by the mean CT of the reference gene 12S rRNA measured in all the muscle samples and the relative expression ratio of PSSM against the control group was calculated.

**Table 1:** List of the primers used for real time quantitative RT-PCR.

**Gene**	**Primer name**	**Primer sequence**	**Length**	**Salt Tm**	**GC%**
IL18	IL18_1Fwd	TGCATTAGCTTGGTGGAAATG	21	61	42
	
	IL18_1Rev	AGGTTCAAGCCTGCCAAAGT	20	61	50

CTSS	CTSS_1Fwd	ACAACGGCATCGATTCAGAC	20	61	50
	
	CTSS_1Rev	GCCAAAGGGAAGTTCGGTAT	20	60	50

LUM	LUM_1Fwd	CCTGGAGGTCAATGAACTTGAA	22	61	45
	
	LUM_1Rev	ACGCAAATGCTTGATCTTGG	20	61	45

CD44	CD44_1Fwd	GATCCACCCCAACTCCATCT	20	61	55
	
	CD44_1Rev	TGACCGAGGTGCAGTCTTCT	20	61	55

FN1	FN1_1Fwd	CCCTGGTGTCACAGAGGCTA	20	61	60
	
	FN1_1Rev	AGTTGGGGAGGCTCATCTGT	20	61	55

GSTO1	GSTO1_1Fwd	TACCTCATCTGGCCCTGGTT	20	62	55
	
	GSTO1_1Rev	ATGGCTTCCATCCAGAGCTT	20	61	55

VCAM1	VCAM1_1Fwd	GCACTGCCATTGAGATGTGA	20	61	50
	
	VCAM1_1Rev	TGCAATGTTGCTATGGCTCA	20	61	45

ITGB1	ITGB1_1Fwd	TCTCCAGAAGGTGGCTTTGA	20	61	50
	
	ITGB1_1Rev	TCCGTGGAAAATACCAGCAG	20	61	50

CXCR4	CXCR4_1Fwd	GCAGCAGCAGGTAGCAAAGT	20	61	55
	
	CXCR4_1Rev	CCACGTCATCCTCCGTGTAG	20	61	60

HIF1A	HIF1A_1Fwd	GGACTCGGATCATCTGACCA	20	61	55
	
	HIF1A_1Rev	TATCCCCCTCTTTTGGCAAG	20	61	50

NFKBIB	NFKBIB_1Fwd	CGTCATCCACAAAGATGCAG	20	60	50
	
	NFKBIB_1Rev	CTGGGCCTCAACAGCCTAGT	20	62	60

PLCG2	PLCG2_1Fwd	CATCTTGTACGGCACCCAGT	20	61	55
	
	PLCG2_1Rev	TTCAAGCCAGACAGCCACTT	20	61	50

ND3	ND3fwd	CCACAACTAAACATCTATGCAGAAAAA	27	62	33
	
	ND3rev	GGAGGCGTGCTGACCCTAT	19	62	63

SLC25a17	SLC25a17_1Fwd	GCAATCTGGGTCAAAGGTCA	20	61	50
	
	SLC25a17_1Rev	GCCCCTTGCAGCTTTAGTCT	20	61	55

SRI	SRI_1Fwd	ATTGCCGGAGGATACAAACC	20	61	50
	
	SRI_1Rev	GCCATTCAGTACAGCCCAGA	20	61	55

ND5	ND5fwd	GATGATGATACGGCCGAACAG	21	61	52
	
	ND5rev	CCCGATGCGGTTATAAAGGA	20	58	50

PDE4D	PDE4D_1Fwd	AGCCTGCGAACTGTACGAAA	20	61	50
	
	PDE4D_1Rev	ATGGATGGTTGGTTGCACAT	20	61	45

SLC25a15	SLC25a15_1Fwd	TGAACTGAGCCGATCGTTTT	20	61	45
	
	SLC25a15_1Rev	CAGAGGCAGATTCCACCAAC	20	61	55

VEGF	VEGF_1Fwd	TCTACCTCCACCATGCCAAG	20	61	55
	
	VEGF_1Rev	GTCTCGATTGGACGGCAGTA	20	61	55

PRKCA	PRKCA_1Fwd	GACTTCATGGGCTCCCTTTC	20	61	55
	
	PRKCA_1Rev	TCTTCGTCCCCTTCTGGAAT	20	61	50

SLC2A2	SLC2A2_1Fwd	GCCATCGGTACTCTTCACCA	20	61	55
	
	SLC2A2_1Rev	TGTGCCACAGCTTCTGATTG	20	61	50

### Data mining

A biological interpretation of the data was performed using two types of analysis to identify the main biological functions and the main metabolic pathway disorders revealed by the expression profile of the PSSM muscles. The categorization of the gene functions was generated through the use of Ingenuity^® ^Pathway Analysis . The analysis identified the biological functions that were the most significant to the gene list results. The significant genes associated with biological functions in the knowledge database (gene functions described in published papers) were considered for the analysis. The Fischer exact test was used to calculate a p-value determining the probability that each biological function assigned to that data set is due to chance alone.

The analysis of the main metabolic pathways and their dysfunctions was performed using a Java/Perl software, Predictsearch^® ^(Prediguard, ) which has been previously described in [26]. This software allows the characterization of the pathways as well as the functional networks in which the selected genes were involved. Briefly, gene aliases corresponding to the significant modulated genes were submitted as queries to PubMed in order to collect titles and abstracts of all related publications. The results are presented in a 2D graph that shows the relationships between each gene and cell type, cellular compartment, and biological function.

## Results

### Genotypes and histological phenotypes

The PSSM horse genotypes for the GYS1 c.926G>A mutation were 5 heterozygous (AG) and 2 homozygous (AA) (Table 2). The 6 control horses were wild type (GG). Heterozygosity seemed to be consistent with the dominant mode of inheritance.

**Table 2:** Genotype of GYS1 mutation and histological data of the horses.

**Horse**	**PSSM disease status**	**Genotype**	**Histological grading**	**Age (years)**	**Sex**	**Vacuolized fibers (%)**	**Inflammation**	**Necrosis**	**Central nuclei**	**Anisocytosis**	**Lipomatosis**	**Aggregate containing fibers (%)**
10	0	GG		16	M	ND						0

29	0	GG		15	M	0						0

35	0	GG		8	M	0						0

40	0	GG		8	M	0						0

56	0	GG		6	F	0						0

34	0	GG		10	M	0						0

38	PSSM	GA	1	12	M	14.1	mild	mild	numerous	mild	none	2.5

54	PSSM	GA	1	4	F	2.5	none	none	several	minimal	mild	2.4

12	PSSM	GA	2	17	M	7.3	mild	mild	numerous	mild	mild	20.6

32	PSSM	GA	2	6	M	1.4	mild	none	several	mild	none	17.0

42	PSSM	GA	2	9	F	ND	minimal	mild	several	mild	mild	9.9

44	PSSM	AA	2	17	F	21.9	mild	severe	several	severe	mild	10.5

49	PSSM	AA	2	10	M	34.1	severe	severe	numerous	severe	severe	18.9

Genotypes: GG = wild type, GA = heterozygous, AA = homozygous

Intracytoplasmic presence of amylase-resistant material, used as diagnosis criteria for PSSM, was observed in biopsies of the 7 out of the 13 horses (Figure 1). Two horses were graded as mildly affected (less than 3% of fibers containing PAS positive amylase resistant material) and five horses as severely affected (10 to 20% of affected fibers) (Table 2) using quantitative evaluation of aggregate-containing fibers as previously published [1]. The two homozygous horses were histologically severely affected. Heterozygous horses could present the mild (n = 2) or the severe (n = 3) phenotype.

**Figure 1:**
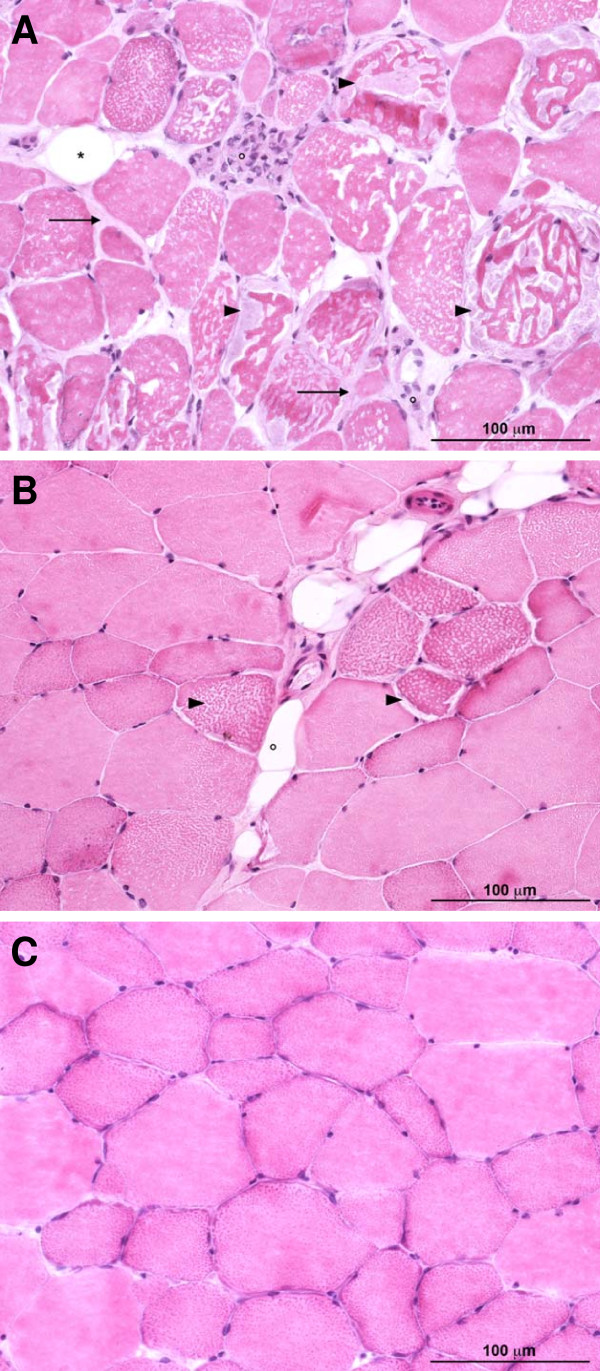
**Histological evaluation of muscular biopsies from Norman Cob horses**. (A) Severe form of polysaccharide storage myopathy corresponding to a homozygous horse (# 44) for the GYS1 c.926 A allele. Numerous muscle fibers contained abnormal accumulation of polysaccharidic material (arrowheads). The endomysium was focally infiltrated by mononuclear cells (°), some adipocytes (*) and was diffusely thickened by fibrosis (arrows). (B) Mild form of polysaccharide storage myopathy corresponding to a heterozygous horse (# 54) for the GYS1 c.926 A allele. Compared to the severe form of the disease, the number of polysaccharide containing fibers (arrowheads) was lower and the endomysium was subnormal except for some fatty infiltration (°). (C) Muscle aspect of a control horse (#56). (A-C) Hematoxylin-eosin-safranine staining.

Some other myopathic changes were also identified in affected horses with marked individual variations. Numerous fibers underwent segmental necrosis that was associated with mononuclear cell infiltration foci (Figure 1). Some of these foci were centered on fragmented fibers with many macrophages phagocytizing cellular necrotic debris. Strikingly, fiber necrosis was more prominent in homozygous PSSM horses. In this marked inflammatory context, some endomysial fibrosis was also present. Additionally, in all PSSM muscles, we noted an increased number of central nuclei. This change corresponds to muscular regeneration. Some degree of anisocytosis of muscular fibers was always present in affected muscles and was more severe in the two homozygous horses. Fatty infiltration of muscular fascia and replacement of muscle fibers by adipose tissue was also sometimes observed, this change being particularly severe in one homozygous horse.

Ultrastructural evaluation of one severely affected horse (#49) was performed (Figure 2). Extensive accumulation of an abnormal polysaccharide appearing as dense particles, displaced and partially replaced mitochondria and myofibrils, a number of which was severely decreased. This accumulation was exclusively cytoplasmic, membrane unbound and particularly abundant around nuclei and in the subsarcolemmal region of the cytoplasm, where numerous mitochondria are normally present in sound animals. Strikingly, we also reported some mitochondrial ultrastructural changes, namely a decrease of the cristae number, formation of myelinic bodies and swelling.

**Figure 2:**
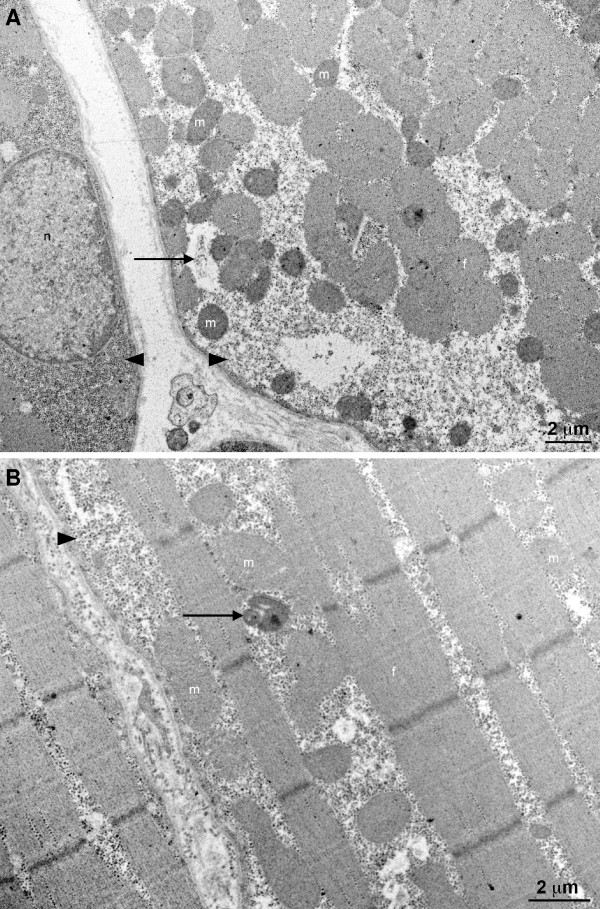
**Ultrastructural evaluation of muscular biopsy from a PSSM affected Norman Cob horse #49**. (A) Transversal section. (B) Longitudinal section. Severe mitochondrial (m) and myofibrillar (f) loss due to abnormal accumulation of granular material (arrowhead) resembling glycogen. Some myelinic bodies (arrow) were present that demonstrated mitochondrial degeneration. A nucleus is indicated (n).

### Gene transcript expressions

Thirty-three percent of the probes of the micorarray were significantly hybridized with a high fluorescence value, especially for mitochondrial genes. 

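Muscle RNA of 7 PSSM horses (horses 5, 12, 32, 38, 42, 44 and 54) was hybridized on 14 spotted oligonucleotide microarrays, 2 per horse with the Cy3 and Cy5 dyes swapped. The other channel of every microarray held the same pool of RNA from 6 control muscles, which therefore counts as 1 control sample, and the spread between control horses enters no value. The array carries 384 equine probes of 50 nucleotides, 50 on the mitochondrial sequence and 334 on nuclear transcripts, printed beside 24109 mouse probes. Between 321 and 376 equine probes (median 357.5) had a value on a microarray, out of 7674 to 17071 values (median 12945.5) over all probes. The deposited values are natural logarithms of the Cy5 to Cy3 ratio after the Lowess normalization of the authors, and they end at ratios of 0.01 and 100. From there, each value was turned to PSSM over control by the dyes of the labels, converted to log2 and averaged over the 2 microarrays of a horse, so that n counts horses and errors are SD between horses. The means of the 361 equine probes with values from at least 5 horses were set against 0 with the moderated test of limma, and a probe was called up- or down-regulated at a p under 0.05 after Benjamini-Hochberg adjustment over these probes. An exact two-sided sign-flip test over all sign patterns of the 7 horses accompanies it, and 0.0156 is the smallest p that it can give. Lists of genes were tested with camera at a preset correlation of 0.01. Across the equine probes, the correlation between microarrays of different horses in the same dye orientation had a median r of 0.578 (0.25 to 0.826, 42 pairs). Between the 2 microarrays of a horse, turned the same way, the median r was 0.479 (-0.224 to 0.634, 7 pairs). A dye effect passed the test in 188 of the 342 probes that could be tested for it, 98 higher in Cy5 and 90 higher in Cy3. The effect was present in 43 of the 88 probes called up- or down-regulated, and 80 of these 88 had the same direction in both dye orientations. The labels name a horse 5 that Table 2 does not list, so its genotype and histology are not used here. Table 2 lists instead a homozygous PSSM horse that the labels do not name. Whether these are the same horse is not known. The number of microarrays and horses limits the precision of every value.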

All the data of the present study have been deposited in NCBI's Gene Expression Omnibus and are accessible through GEO series accession number GSE15572 .

After filtering the normalized expression ratios with a cut-off at p < 0.05 (normalized ratio significantly different from 1), a total of 129 genes exhibited significant changes of expression levels between PSSM and control muscles (Table 3). This set contained 16 up-regulated genes (normalized ratio > 1.5), 37 down-regulated genes (normalized ratio < 0.66) and 76 moderately modulated genes (0.66 < normalized ratio < 0.9 and 1.07 < normalized ratio < 1.5). This list of significant genes was used for the rest of the study. 

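In PSSM muscle, 72 of the 361 tested equine probes were down-regulated and 16 were up-regulated against the control pool. The mitochondrial sequence accounted for 30 of the down-regulated probes, and the other 42 came from nuclear genes. PDE4D, a phosphodiesterase that breaks down cAMP, was 1.86-fold lower (log2 ratio -0.90 ± 0.40, SD, n = 7 horses, adjusted p = 0.00227). PLCG2, a phospholipase C of immune receptor signaling, was 1.73-fold lower (log2 ratio -0.79 ± 0.24). Among the 14 nuclear probes that were up-regulated, Clic4, a chloride intracellular channel protein, was 1.83-fold higher (log2 ratio 0.87 ± 0.80, adjusted p = 0.0364). IL15, a cytokine made by muscle and immune cells, was at least 1.34-fold higher (log2 ratio 0.42 ± 0.29, adjusted p = 0.0254, with the control signal at its lowest level in 1 value). The sign was the same in all 7 horses for 12 of the up-regulated and 56 of the down-regulated probes. At an unadjusted p under 0.05, 39 probes were higher and 98 were lower. Centring every microarray on the median of its equine probes raised the median log2 ratio by 0.124 and gave 38 up-regulated and 45 down-regulated probes, which include all 16 and 45 of the 72 above. Without horse 5 there were 8 up-regulated probes and without horse 38 there were 10, the call of Clic4 ended without horse 5, 12, 38 or 44 (adjusted p between 0.0562 and 0.0904), and that of IL15 ended without horse 5 (adjusted p = 0.0579) or 54 (adjusted p = 0.0574).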

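Of the 88 called probes, 12 had a ratio above 1.5, 32 had a ratio under 0.66 and 44 lay between these limits. The first group held IL18, LUM, CD44, VCAM1, GSTO1, ITGB1, Clic4, HIF1A, HSPA5, ITGB2, GNAS and GSK3B, and 3 of them were above 2. In the second group, 14 probes were below 0.5. The group in between held 4 up-regulated and 40 down-regulated probes. Genes of muscle fiber structure and contraction fell into both lower groups: 3 of the 15 tested were down-regulated and none was up-regulated (3 and 0 when adjusted over the list alone). SRI, sorcin, a calcium-binding protein of the sarcoplasmic reticulum, was 1.76-fold lower (log2 ratio -0.81 ± 0.24, SD, n = 7, adjusted p = 0.00164). ATP2A1, the calcium pump of the sarcoplasmic reticulum in fast fibers, was 1.60-fold lower (log2 ratio -0.68 ± 0.43, adjusted p = 0.0112). SSPN, sarcospan of the dystrophin complex, was 1.38-fold lower (log2 ratio -0.46 ± 0.30, adjusted p = 0.0192). As a set these 15 genes had a mean log2 ratio of -0.08 ± 0.12 (camera, adjusted p = 0.857). Of 7 genes of smooth and cardiac muscle, 2 were down-regulated, also when adjusted over the list alone (camera, adjusted p = 0.942): SLC8A1, the sodium-calcium exchanger, at a log2 ratio of -0.37 ± 0.21 and TNNI3, cardiac troponin I, at -0.32 ± 0.24. On the microarrays with PSSM muscle in Cy3 alone the log2 ratio was 0.03 for SSPN and 0.59 for TNNI3, and under centring neither these genes nor SLC8A1 passed (adjusted p = 0.0561 for SSPN, 0.142 for TNNI3 and 0.0744 for SLC8A1). The calls also ended without horse 38 or 54 for SSPN (adjusted p = 0.0593 and 0.0507), without horse 32, 38, 42 or 54 for SLC8A1 (0.0534 to 0.0667) and without horse 12, 38, 42, 44 or 54 for TNNI3 (0.0706 to 0.12).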

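IL18, a cytokine released by activated macrophages, was 4.68-fold above the control pool (log2 ratio 2.23 ± 1.96, SD, n = 6 horses, adjusted p = 0.0375). The control signal was at its lowest level in 6 of its 10 values, so a ratio is a lower bound where the PSSM signal was above that level. IL18 was above the pool in 5 horses and had a ratio of 1 in 1 horse (exact sign-flip test, p = 0.0625). A ratio of 1 can also come from both signals at their lowest level. LUM, lumican, a proteoglycan of collagen fibers, was up-regulated 3.15-fold (log2 ratio 1.65 ± 1.44, n = 7, adjusted p = 0.0269) and CD44, the hyaluronan receptor of leukocytes and other cells, at least 2.32-fold (log2 ratio 1.21 ± 1.07, adjusted p = 0.0291), both in 7 of 7 horses. GSTO1, a glutathione transferase, was 1.96-fold higher (log2 ratio 0.97 ± 0.98, adjusted p = 0.0478, above the pool in 5 of 7 horses). CTSS, the lysosomal protease cathepsin S, had a ratio of at least 3.17 (log2 ratio 1.67 ± 1.79, adjusted p = 0.0568) and FN1, fibronectin, a ratio of at least 2.07 (log2 ratio 1.05 ± 1.16, adjusted p = 0.0661). Neither passed the test, and each was above the pool in 6 of 7 horses. The control signal was at its lowest level in 1 value of CD44, 1 of CTSS and 2 of FN1. Horse 44, homozygous for the GYS1 mutation in Table 2, had the highest log2 ratio of CTSS (5.18), LUM (4.30), FN1 (3.37) and CD44 (3.35). The call ended for IL18 without horse 5, 12, 32 or 44 (adjusted p between 0.0534 and 0.0994), for LUM without horse 5, 12, 38 or 42 (0.054 to 0.0638), for CD44 without horse 5 or 12 (0.0632 and 0.0691) and for GSTO1 without horse 5, 12, 32, 38 or 44 (0.0634 to 0.124). CTSS and FN1 passed without horse 32 (adjusted p = 0.0356 and 0.0389) and under centring (adjusted p = 0.0416 and 0.0443), and without horse 44 their mean log2 ratios were 1.08 and 0.66.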

The maximal up-regulation value was observed for interleukin 18 (IL18) 6.2 fold change, and the following genes were up-regulated up to 2 fold: CTSS, LUM, CD44, FN1, GST01. 

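The lowest ratios of the tested equine probes belonged to the probes of 5 mitochondrial transfer RNA, which carry amino acids to the ribosomes of the mitochondrion. The paper's methods describe the synthesis of RNA with a polyA tail before hybridization. Whether these probes read mature tRNA or longer transcripts was not tested. The probe of TRNQ, the glutamine tRNA, at nucleotide 3811 of the mitochondrial sequence, was 4.83-fold lower in PSSM muscle than in the control pool (log2 ratio -2.27 ± 0.86, SD, n = 7 horses, adjusted p = 0.00164). TRNC, the cysteine tRNA at nucleotide 5240, was 3.61-fold lower (log2 ratio -1.85 ± 0.92) and TRNN, the asparagine tRNA at 5140, 3.04-fold lower (log2 ratio -1.60 ± 0.83). TRNY, the tyrosine tRNA at 5307, was 2.89-fold lower (log2 ratio -1.53 ± 0.74) and TRNA, the alanine tRNA at 5066, 2.86-fold lower (log2 ratio -1.51 ± 0.96). Their adjusted p lay between 0.00164 and 0.0081, and all 5 were below the pool in 7 of 7 horses (exact sign-flip test, p = 0.0156 for each). TRNY differed between the dyes, with a log2 ratio of -0.49 (adjusted p = 0.161) on the microarrays with PSSM muscle in Cy3 and -2.58 on those with PSSM muscle in Cy5.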

The maximum down regulation was observed for the mitochondrial tRNA genes (TRNQ, TRNC, TRNN, TRNY, TRNA) from -4.83 to -2.86 fold changes. 

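After the mitochondrial tRNA, the 3 lowest probes of genes that code for proteins were those of a glucose transporter, a growth factor and a kinase. SLC2A2, the glucose transporter known from liver and pancreatic islet cells, was 2.84-fold lower in PSSM muscle (log2 ratio -1.50 ± 0.66, SD, n = 7 horses, adjusted p = 0.00227). VEGF, the growth factor that drives the formation of capillaries, was 2.75-fold lower (log2 ratio -1.46 ± 0.46, adjusted p = 0.00164, with values on 11 of the 14 microarrays). PRKCA, protein kinase C alpha, was 2.72-fold lower (log2 ratio -1.44 ± 0.68, adjusted p = 0.00227). Every horse had a lower level than the control pool for all 3 genes (exact sign-flip test, p = 0.0156 for each), and each was called under the alternatives set before the data were examined that could test it. VEGF could not be tested among probes with values on all 14 microarrays. On the mouse probes of the same array, 17 of 52 tested hepatocyte markers were down-regulated too, so liver RNA in the control pool is not excluded for SLC2A2, while Slc2a2 itself had a log2 ratio of 0.08 ± 0.36 there (n = 6, adjusted p = 0.785).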

The three most down-regulated genes coding for proteins were the following: SLC2A2 or GLUT2 (-2.84), PRKCα (-2.72), VEGFα (-2.68).

**Table 3:** List of significant modulated genes (p < 0.05) expressed in the muscles suffering from PSSM.

**Gene name**	**EST – Sequence**	**Entrez Gene**	**Normalized ratio**	**P-value < 0.05**
IL18	Y11131	3606	6.20	1.58E-03

CTSS	CD464451	1520	3.17	3.24E-03

LUM	CX594607	4060	3.15	8.40E-04

CD44	CD464887	960	2.42	9.56E-04

FN1	ECU52108	2335	2.17	5.10E-03

GSTO1	CX603867	9446	2.03	2.64E-03

VCAM1	CX602484	7412	1.98	2.76E-02

ITGB1	CX598727	3688	1.87	2.31E-03

CXCR4	CD466324	7852	1.81	2.74E-02

HIF1A	CX602270	3091	1.73	1.36E-03

ITGB2	CD535228	3689	1.70	4.26E-04

HSPA5	CX604607	3309	1.69	1.42E-02

GNAS	BM734975	2778	1.63	1.45E-03

CD69	CD528606	969	1.62	2.67E-02

LTF	ECA010930	4057	1.58	1.73E-02

GSK3B	CX592808	2932	1.50	2.60E-03

APP	CX601350	351	1.40	1.04E-02

CAT	CD464332	847	1.39	6.36E-03

ENO1	CX603657	2023	1.39	7.60E-03

VAV1	BI961759	7409	1.37	2.70E-03

MYLK	CX592941	4638	1.35	5.21E-02

EPO	AB100030	2056	1.34	6.91E-03

IL15	AY682849	3600	1.34	4.57E-03

ITGAL	CD464254	3683	1.32	1.32E-02

CD40	AY514017	958	1.30	4.73E-02

ACTN2	AB178951	88	1.29	1.76E-02

GDF8	AB033541	2660	1.29	4.87E-02

DAG1	CX600578	1605	1.28	1.20E-02

IGF2	U11241	3481	1.28	2.61E-02

HCK	BM734694	3055	1.27	2.45E-02

ACAA2	CX603916	10449	1.25	1.67E-02

COMT	AB178284	1312	1.23	4.70E-04

FLII	CX604876	2314	1.21	2.73E-02

ATP5a1	DN509143	498	1.21	5.18E-02

MYL9	CX594102	10398	1.18	1.56E-02

CCL13	ECA251188	6357	1.17	1.04E-02

GJA5	AY008788	2702	1.07	5.07E-02

ATP5C1	CX593263	509	0.90	4.87E-02

PYGL	CX597788	5836	0.90	2.66E-02

FGR	CD470584	2268	0.88	4.71E-02

MRPL49	CD469126	740	0.87	5.00E-02

GOT2	CX602317	2806	0.87	4.82E-02

ALOX5AP	CD536322	241	0.86	1.95E-02

IMMT	CX597479	10889	0.85	4.56E-02

ECHS1	CX604357	1892	0.85	4.05E-03

SLC2A1	DQ139875	6513	0.85	6.96E-03

CYTB	X79547	4519	0.85	1.98E-02

EDN1	AY730629	1906	0.84	4.03E-02

PNMT	AB071422	5409	0.84	2.08E-03

IL7	CX592622	3574	0.84	4.32E-02

IDH2	CX604713	3418	0.83	1.09E-02

PTGER4	DN505656	5734	0.83	1.72E-05

IL6ST	DN507511	3572	0.83	4.34E-04

SCN4A	ECU25990	6329	0.82	3.11E-02

CEBPB	CX605423	1051	0.82	8.99E-03

SHMT2	CX605845	6472	0.82	2.08E-03

GLS	CX600244	2744	0.81	7.01E-03

CYP19A1	ECA012610	1588	0.81	3.23E-02

PLAU	CD471288	5328	0.81	3.89E-03

SLC25a5	DN506810	292	0.81	5.66E-03

ATP5o	DN509617	539	0.80	1.98E-02

NQO1	DN508254	1728	0.80	2.44E-04

FYN	CD528430	2534	0.78	1.17E-02

SLC8A1	DQ178640	6546	0.78	1.98E-03

HNRPK	CX598401	3190	0.77	4.69E-05

Leu-ARNt_TRNL1	X79547	4567	0.77	1.58E-03

MIF	CX599697	4282	0.77	1.05E-02

ND2	X79547	4536	0.76	3.34E-03

CYTB	X79547	4519	0.76	7.85E-03

OPRM1	ECA519535	4988	0.76	1.07E-04

CSF1	CD469550	1435	0.75	7.13E-04

RELB	CD472197	5971	0.75	5.86E-05

Met-ARNt_TRNM	X79547	4569	0.74	3.31E-03

SSPN	CX605718	8082	0.72	1.65E-02

COX 3	X79547	4514	0.72	5.08E-03

CPT2	CX599757	1376	0.72	1.49E-04

PDE4B	CD470720	5142	0.72	4.70E-06

ATP5e	DN509652	514	0.72	1.22E-02

NR3C1	CX597756	2908	0.72	1.89E-02

STAT6	CD467276	6778	0.72	1.91E-02

ND2	X79547	4536	0.72	1.09E-04

COX 3	X79547	4514	0.70	2.46E-03

ND6	X79547	4541	0.70	4.69E-05

OXTR	BM734870	5021	0.69	9.30E-04

ATP1B1	DN511201	481	0.69	2.20E-04

ATP5j	DN507306	522	0.69	4.03E-02

PLG	BM780461	5340	0.69	3.21E-04

COX 2	X79547	4513	0.69	1.03E-02

PKM2	CX604027	5315	0.69	1.82E-02

ATP5h	CX599509	10476	0.69	1.20E-03

ATP5d	CX603287	513	0.69	4.65E-04

CSF3	AF503365	1440	0.68	1.84E-05

Phe-ARNt_TRNF	X79547	4558	0.67	4.07E-05

Glu-ARNt_TRNE	X79547	4556	0.67	2.98E-06

TNFRSF4	CD465063	7293	0.66	6.88E-04

IGHE	ECA305046	3497	0.66	4.10E-05

ATP5l	CX603854	10632	0.66	4.69E-03

UCP2	CD528532	7351	0.66	8.40E-03

Lys-ARNt_TRNK	X79547	4566	0.65	1.60E-03

ND3	X79547	4537	0.64	1.12E-03

ND6	X79547	4541	0.63	7.60E-05

ATP2A1	AF489278	487	0.62	5.98E-04

TNFSF13B	CD470712	10673	0.62	1.95E-05

Gly-ARNt_TRNG	X79547	4563	0.62	4.97E-03

NFKBIB	CX601294	4793	0.59	9.31E-06

PLCG2	CX603458	5336	0.58	7.89E-08

ND5	X79547	4540	0.57	1.01E-05

ND3	X79547	4537	0.57	1.65E-05

SLC25a17	CX598253	10478	0.57	2.13E-06

SRI	DN506802	6717	0.57	4.60E-06

Val-ARNt_TRNV	X79547	4577	0.56	1.95E-04

Asp-ARNt_TRND	X79547	4555	0.55	1.76E-05

ND5	X79547	4540	0.54	1.39E-05

PDE4D	CX593241	5144	0.54	1.26E-06

Ser-ARNt_TRNS2	X79547	4575	0.50	6.05E-03

Ile-ARNt_TRNI	X79547	4565	0.49	1.21E-03

SLC25a15	CX598538	10166	0.48	4.95E-02

Leu-ARNt_TRNL2	X79547	4568	0.44	1.13E-05

Trp-ARNt_TRNW	X79547	4578	0.40	2.13E-06

Thr-ARNt_TRNT	X79547	4576	0.40	5.63E-05

Pro-ARNt_TRNP	X79547	4571	0.39	2.59E-06

VEGF	AB053350	7422	0.37	1.32E-06

PRKCA	CX602892	5578	0.37	2.18E-06

SLC2A2	AJ715983	6514	0.35	2.18E-06

Ala-ARNt_TRNA	X79547	4553	0.35	1.10E-04

Tyr-ARNt_TRNY	X79547	4579	0.35	1.04E-03

Asn-ARNt_TRNN	X79547	4570	0.33	8.13E-06

Cys-ARNt_TRNC	X79547	4511	0.28	4.48E-06

Gln-ARNt_TRNQ	X79547	4572	0.21	3.81E-07

Significant p-value (p < 0.05) indicated that the expression ratio was significantly different from 1.

P-values are expressed in scientific format: 1E-3 means 1.10^-3^.

The relative expression ratio of the top ten genes up- or down-regulated between PSSM and the control group were compared to the results obtained by microarray analysis (Table 4). 

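Of the 21 genes measured both ways, 18 had the same direction on the microarray and in the RT-PCR of Table 4. Among the 18 are PLCG2, SRI and SLC25a15, whose RT-PCR ratios the paper marks as non-significant. The paper's RT-PCR used the same RNA preparation as the microarrays, and its genes were chosen for their extreme microarray ratios. PRKCA and VEGF were low and IL18, CXCR4 and VCAM1 were high by both methods, whereas FN1, ITGB1 and SLC25a17 ran in opposite directions. Across the 21 genes, which are not independent replicates, the ratios correlated with r = 0.544 (permutation test with 100000 resamples, two-sided, p = 0.0151) and rho = 0.574 (p = 0.00708). Without the 2 genes farthest from the median ratio r was 0.516, and without IL18 it was 0.455 (p = 0.0363). The RT-PCR ratios are the paper's and were normalized to the 12S rRNA, whose probe had a log2 ratio of -0.13 ± 0.32 on the microarrays (n = 7, adjusted p = 0.459).

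**Figure D1:**
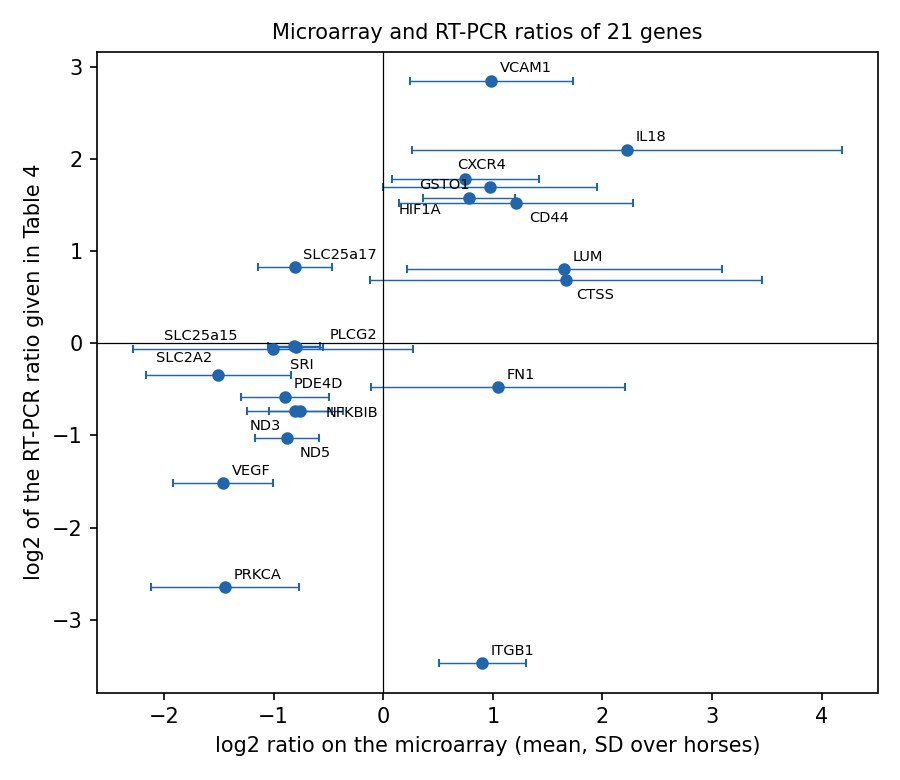
Log2 ratios of PSSM over control for 21 genes: horizontal axis, mean of the microarrays with the SD over horses (n = 7, except 6 for IL18 and 4 for CXCR4), vertical axis, log2 of the paper's RT-PCR ratio in Table 4. ITGB1, FN1 and SLC25a17 lie in the quadrants of opposite direction.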

A significant correlation of r = 0.54 (p < 0.01) between the two methods was calculated. As in microarray results, the mitochondrial genes ND3 and ND5 were found down-regulated using quantitative RT-PCR analysis. 

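ND3 and ND5 encode subunits of complex I of the respiratory chain in the mitochondrial genome. The ND3 probe of Table 4 had a ratio of 0.573 on the microarrays, and the paper's RT-PCR ratio is 0.60. For ND5 the microarray ratio was 0.544, and the paper's RT-PCR ratio is 0.49. Of the other genes below 1 by both methods, NFKBIB, an inhibitor of NF-κB, had 0.593 on the microarrays and 0.60 in the paper's RT-PCR, and PRKCA had 0.368 and 0.16. SLC2A2 was 0.352 on the microarrays and 0.79 in the paper's RT-PCR, whereas PLCG2 (0.578) and SRI (0.569) have RT-PCR ratios of 0.97 and 0.98 in the paper.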

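Of the 2 markers of hypoxia in Table 4, VEGF was lower and HIF1A, the transcription factor stabilized at low oxygen, was higher in PSSM muscle. VEGF had a ratio of 0.364 on the microarrays and the paper's RT-PCR ratio is 0.35. HIF1A had a ratio of at least 1.72 on the microarrays, with the control signal at its lowest level in 2 of 12 values, and the paper's RT-PCR ratio is 2.99. HIF1A did not pass on the microarrays with PSSM muscle in Cy5 alone (adjusted p = 0.293).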

The hypoxia markers were also in agreement: VEGFα was down-regulated and HIF1α was up-regulated. All inflammation markers (IL18, CTSS, LUM, CD44, GSTO1, VCAM1, ITGB1, CXCR4) were up-regulated as in microarray results except FN1 and ITGB1 which were found down-regulated. 

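The equine probes of all 9 inflammation genes of Table 4 had ratios above 1. VCAM1, the adhesion molecule of activated endothelium, had 1.98 on the microarrays and 7.21 in the paper's RT-PCR. CXCR4, a chemokine receptor of leukocytes, had 1.68, from 4 horses only and therefore not tested, and 3.43 in the paper's RT-PCR. The microarray ratio of CXCR4 is uncertain and can be too low, because the control signal was at its lowest level in most values. The paper's RT-PCR ratios of the genes with a high microarray ratio are 4.29 for IL18, 3.23 for GSTO1, 2.87 for CD44, 1.75 for LUM and 1.61 for CTSS. FN1 and ITGB1, fibronectin and the beta-1 chain of its integrin receptors, were above 1 on the equine probes and are 0.72 and 0.09 in the paper's RT-PCR. On mouse probes of the same microarrays Fn1 (log2 ratio -1.30 ± 0.74, SD, n = 6 horses, adjusted p = 0.0491) and Itgb1 (-0.30) lay below 0 as in the RT-PCR, but so did Vcam1 (-0.55) and Gsto1 (-0.11) against it, while Lum (0.86) and Cd44 (0.06) lay above 0. The rise of ITGB1 on the microarrays was 1.87-fold (adjusted p = 0.00227), but its log2 ratio was 0.24 (adjusted p = 0.432) on those with PSSM muscle in Cy5 alone. For VCAM1, the log2 ratio was 2.16 with PSSM muscle in Cy3 and -0.19 in Cy5.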

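Slc25a17, a carrier of the peroxisomal membrane, was down-regulated 1.75-fold on the microarrays (log2 ratio -0.81 ± 0.34, SD, n = 7 horses, adjusted p = 0.00227), in 7 of 7 horses, and the paper's RT-PCR ratio is 1.77. Slc25a15, the ornithine carrier of the inner mitochondrial membrane, had a ratio of 0.497 (log2 ratio -1.01 ± 1.28, adjusted p = 0.0975) and did not pass, although all 7 horses were below the pool (exact sign-flip test, p = 0.0156). The paper's RT-PCR ratio of this gene is 0.96. Horse 54 had the lowest Slc25a15 value, a log2 ratio of -3.84, and without this horse the mean was -0.54 and the gene passed (adjusted p = 0.0216).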

The gene markers of aerobic pathway SLC25a17 was found up-regulated by quantitative RT-PCR and SCL25a15 down-regulated as in microarray data.

**Table 4:** Real time quantitative RT-PCR Results of the top ten up- and down-regulated genes measured by the microarray analysis.

**Gene**	**Normalized ratio of microarray analysis**	**Relative expression ratio of quantitative RT-PCR**	**RT-PCR ratio different from 1 p-value**
**UP**			

IL18	6.20	4.29	0.01

CTSS	3.17	1.61	0.05

LUM	3.15	1.75	0.05

CD44	2.42	2.87	0.01

FN1	2.17	0.72	0.05

GSTO1	2.03	3.23	0.01

VCAM1	1.98	7.21	0.01

ITGB1	1.87	0.09	0.05

CXCR4	1.81	3.43	0.01

HIF1A	1.73	2.99	0.01

**DOWN**			

NFKBIB	0.59	0.60	0.05

PLCG2	0.58	0.97	NS

ND3	0.57	0.60	0.05

SLC25a17	0.57	1.77	0.05

SRI	0.57	0.98	NS

ND5	0.54	0.49	0.05

PDE4D	0.54	0.67	0.05

SLC25a15	0.48	0.96	NS

VEGF	0.37	0.35	0.05

PRKCA	0.37	0.16	0.05

SLC2A2	0.35	0.79	0.05

One sample T-test compared the relative expression ratio of RT-PCR results against 1. For p > 0.05,

P-values were non-significant (NS).

### Gene functions and pathways

Our list of modulated genes was classified by categories of cellular functions, canonical pathways and signaling pathways using Ingenuity Pathway Analysis^®^. Protein synthesis, apoptosis, cellular movement, growth and proliferation are the main significant cellular functions (p < 0.05) that are associated to the modulated genes (Figure 3). 

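Among the probes of oxidative phosphorylation, of the 26 probes for the 13 subunits that the mitochondrial genome encodes, 12 were down-regulated and 2 up-regulated (12 and 2 when adjusted over the list alone). The 2 were those of COX1, and both lay below 0 with PSSM muscle in Cy3 alone (-0.25 and -0.42). The mean log2 ratio of all 26 probes was -0.23 ± 0.15 (SD, n = 7 horses), below 0 in 6 horses. Its sign depended on the dye: with PSSM muscle in Cy3 alone it was -0.55 and the list stood lower (camera, adjusted p = 0.000261), and in Cy5 alone it was 0.10 (adjusted p = 0.32). Against the other equine probes the list did not stand apart (camera, adjusted p = 0.412), whereas the test of the list by itself passed (fry, adjusted p = 0.0454). Of 11 genes of the TCA cycle and fatty acid oxidation, 1 was down-regulated, also when adjusted over the list alone (camera, adjusted p = 0.857, and fry, adjusted p = 0.0454), and the mean of this list lay above 0 under centring. This gene, CPT2, which releases fatty acids from carnitine inside the mitochondrion, was 1.38-fold lower (log2 ratio -0.47 ± 0.32, adjusted p = 0.0211). NQO1, a quinone reductase, was 1.25-fold lower (log2 ratio -0.32 ± 0.23, adjusted p = 0.045). Both ended under centring (adjusted p = 0.0544 for CPT2 and 0.162 for NQO1), CPT2 also without horse 38, 42, 44 or 54 (0.0525 to 0.0629) and NQO1 without any horse but 12 (0.0629 to 0.1).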

The main significant (p < 0.05) canonical pathways concerned oxidative phosphorylation, ubiquinone biosythesis, aminosugar and purine metabolism. The main significant signaling pathways (p < 0.05) were related to G-protein couple receptor, hypoxia, NF-κB, VEGFα and IL6, IL10, apoptosis and leukocyte extravasation signaling. 

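Genes of leukocytes and their signals went both ways in PSSM muscle. Of 19 tested cytokines and chemokines, 2 were up-regulated and 4 down-regulated (2 and 5 when adjusted over the list alone), with a mean log2 ratio of -0.02 ± 0.20 (SD, n = 7 horses, camera adjusted p = 0.942 and fry, adjusted p = 0.0454 downwards). TNFSF13B, the B-cell survival factor BAFF, was 1.69-fold lower (log2 ratio -0.76 ± 0.37, adjusted p = 0.00408) and CSF3, the growth factor of granulocytes, 1.47-fold lower (log2 ratio -0.56 ± 0.20, adjusted p = 0.00302). Of 7 lymphocyte markers, 2 were down-regulated and none was up-regulated (2 and 1 when adjusted over the list alone, camera adjusted p = 0.942 and fry, adjusted p = 0.0482 downwards). These were IGHE, the heavy chain of immunoglobulin E, at a log2 ratio of -0.60 ± 0.18 and TNFRSF4, the T-cell receptor OX40, at -0.58 ± 0.30. Of 9 genes listed for granulocytes and mast cells only CSF3 was down-regulated, also when adjusted over the list alone (camera, adjusted p = 0.944). CSF3 is the growth factor already counted among the cytokines and does not mark these cells. Under centring, and with PSSM muscle in Cy3 alone, the means of the cytokine, lymphocyte and granulocyte lists lay above 0.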

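Nuclear genes of mitochondrial ribosomes, import and carriers that changed in PSSM muscle all fell, whereas hypoxia genes changed in both directions. Falls were also the more common calls among all 311 tested nuclear probes, with 42 down-regulated and 14 up-regulated. Among 35 mitochondrial ribosomal proteins, 6 were down-regulated and none was up-regulated (4 and 0 when adjusted over the list alone, camera adjusted p = 0.944). Mrpl15 of the large subunit was 1.76-fold lower (log2 ratio -0.82 ± 0.22, SD, n = 7 horses, adjusted p = 0.00164), and Mrps14, Mrps33 and Mrps15 of the small subunit had log2 ratios of -0.46 ± 0.28, -0.43 ± 0.27 and -0.40 ± 0.23. Of 21 genes of import and carriers, 3 were down-regulated (2 when adjusted over the list alone, camera adjusted p = 0.942). They included Slc25a26, the mitochondrial carrier of S-adenosylmethionine, at -0.75 ± 0.53, and Tomm7 of the outer-membrane translocase at -0.55 ± 0.48. The remaining gene, Slc25a17 at -0.81 ± 0.34, is a carrier of the peroxisomal membrane, and its RT-PCR ratio in the paper is 1.77. Of 9 hypoxia and angiogenesis genes, HIF1A was up-regulated and VEGF down-regulated, also when adjusted over the list alone (camera, adjusted p = 0.649). Of 9 NF-κB genes, VCAM1, a target of the pathway, was up-regulated, though not with PSSM muscle in Cy5 alone (log2 ratio -0.19, adjusted p = 0.621), and 2 were down-regulated, also when adjusted over the list alone (camera, adjusted p = 0.78). The 2 were NFKBIB at a log2 ratio of -0.76 ± 0.29 (adjusted p = 0.00227) and RELB, a subunit of the noncanonical pathway, at -0.41 ± 0.18 (adjusted p = 0.0102). Under centring Mrps14, Mrps33, Mrps15 and Tomm7 did not pass (adjusted p = 0.054, 0.0661, 0.0642 and 0.0744). Their calls also ended without horse 38, 42, 44 or 54 for Mrps33 (adjusted p = 0.0525 to 0.0657), without 38, 42 or 54 for Mrps15 (0.0507 to 0.0593) and without any horse but 5 and 32 for Tomm7 (0.0678 to 0.0984). The mean log2 ratio of the mitochondrial ribosomal protein list was 0.01 under centring. On mouse probes Mrps15 (-0.37) and Tomm7 (-0.66) lay below 0 too, while Mrpl15 (0.03), Mrps14 (0.20) and Slc25a17 (0.08) lay above it.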

The main metabolic disorders significantly (p < 3.3 10^-4^) detected were mitochondrial dysfunction, hypoxia and alteration of NF-κB activity.

**Figure 3:**
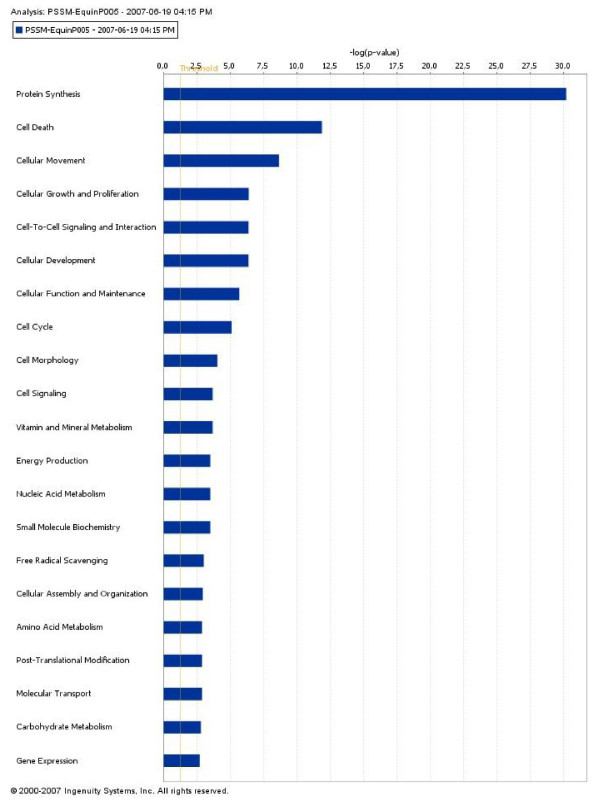
**Categories of cellular gene functions**. Our list of modulated genes was classified by categories of cellular functions using a data mining software (Ingenuity Pathway Analysis^®^). The analysis identified the biological functions that were the most significant to the gene list results. The significant genes associated with biological functions in the knowledge database (gene functions described in published papers) were considered for the analysis. The Fischer exact test was used to calculate a p-value determining the probability that each biological function assigned to that data set is due to chance alone. In the present figure, protein synthesis, apoptosis, cellular movement, growth and proliferation are the main significant cellular functions (p < 0.05) that are associated to the modulated genes.

The main tissue, organ and cellular context and the biological activities that were cited in relationship with the set of genes were further investigated using Predictsearch^® ^analysis. Using the PubMed database, it was found that a part of the significant modulated genes were strongly associated with the following terms: skeletal muscle, mitochondria, myoblast, endoplasmic reticulum. (Figure 4). In addition, the more frequent biological activities cited in relationship with the set of genes were glycolysis, respiratory chain, hypoxia, glycogen synthase, inflammatory myopathy (Figure 5). The main metabolic pathway disorders are described in the figures 6, 7 and 8 using these data (see Additional file 2 for the legends of the pathway drawings). 

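The 50 probes of the mitochondrial sequence did not all move together in PSSM muscle: 30 were down-regulated, 2 were up-regulated and 18 did not pass the test. Both up-regulated probes were those of COX1, the catalytic subunit of cytochrome c oxidase, 1.36-fold higher for probe 1 (log2 ratio 0.45 ± 0.27, SD, n = 7 horses, adjusted p = 0.0155) and 1.26-fold higher for probe 2 (log2 ratio 0.33 ± 0.25, adjusted p = 0.045). The 2 rRNA probes were not down-regulated, at all or when adjusted over the list alone (camera, adjusted p = 0.942). Their mean log2 ratio was -0.11 ± 0.33, with -0.09 ± 0.35 for the 16S rRNA (adjusted p = 0.621). The rise of COX1 was seen in 1 dye orientation only. With PSSM muscle in Cy3 the log2 ratios were -0.25 for COX 1 probe 1 and -0.42 for COX 1 probe 2, and with PSSM muscle in Cy5 they were 1.14 and 1.08. Without horse 42 COX 1 probe 1 did not pass (adjusted p = 0.0505), and COX 1 probe 2 did not pass without any horse but 32 (0.0599 to 0.103).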

In the mitochondria, all the genes were down regulated (Figure 6). The tRNA were severely down regulated (fold change between -4.83 and -2.27). 

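Of the 22 probes of mitochondrial tRNA on the array, 18 were down-regulated and none was up-regulated in PSSM muscle (19 and 1 when adjusted over the list alone). Their mean log2 ratio was -0.96 ± 0.30 (SD, n = 7 horses), below 0 in every horse (exact sign-flip test, p = 0.0156). After the 5 lowest came TRNP, named for the proline tRNA, 2.57-fold lower (log2 ratio -1.36 ± 0.66, adjusted p = 0.00227), TRNT, the threonine tRNA, 2.53-fold lower (-1.34 ± 0.86, adjusted p = 0.00872), TRNW, the tryptophan tRNA, 2.49-fold lower (-1.31 ± 0.56) and TRNL2, the second leucine tRNA, 2.25-fold lower (-1.17 ± 0.51). The TRNP probe lies at nucleotide 6916, away from the place of the proline tRNA beside that of threonine in mammals, so which tRNA it reads is not settled. TRNS2, a serine tRNA, was 2.01-fold lower (log2 ratio -1.01 ± 0.42). Its log2 ratio was -0.06 (adjusted p = 0.736) with PSSM muscle in Cy3 and -1.95 in Cy5. Against the other equine probes the list stood lower (camera with a preset correlation, adjusted p = 2.69e-07). With an estimated correlation that call was lost (p = 0.0384, adjusted p = 0.902). Tested by itself the list passed (fry, adjusted p = 0.00426). Under centring 15 tRNA were down-regulated and 1 was up-regulated.

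**Figure D2:**
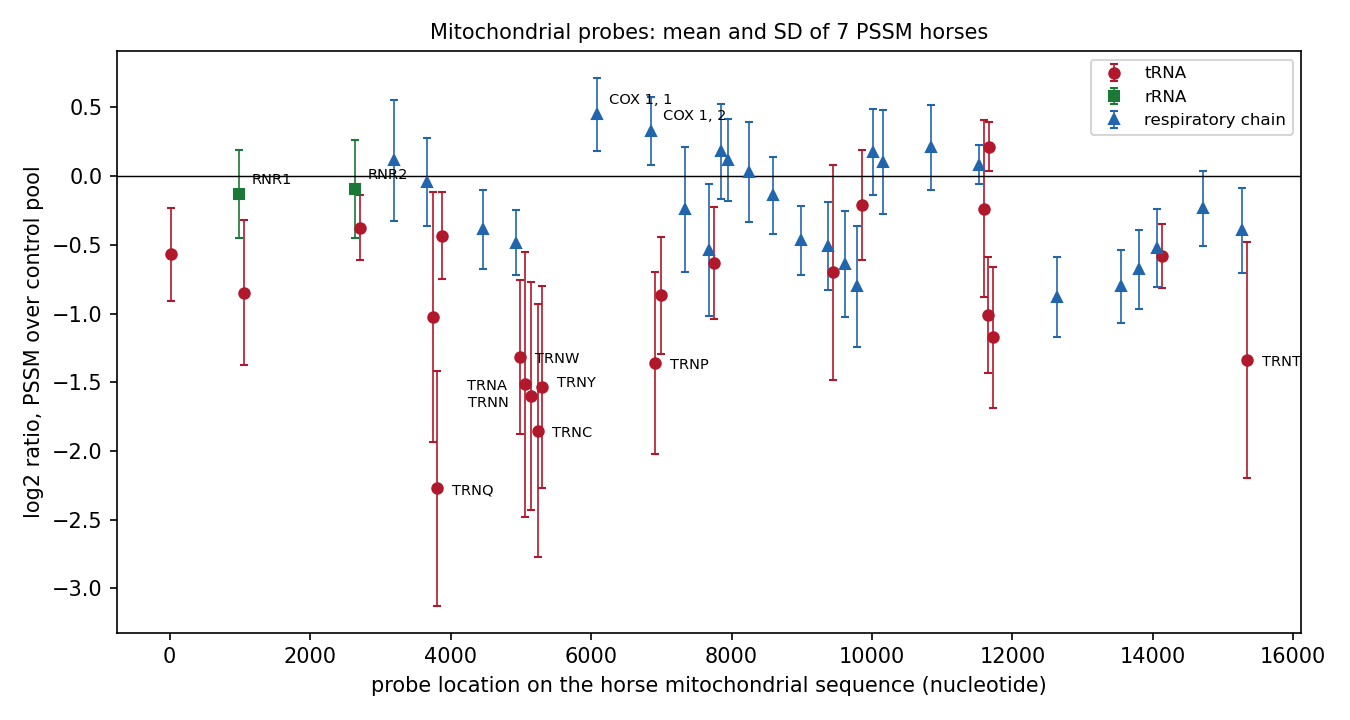
Log2 ratio of PSSM muscle over the control pool for the 50 mitochondrial probes (mean and SD of 7 horses) against the location of the probe on the horse mitochondrial sequence. The tRNA lie lowest, 21 of 22 below 0, the 2 rRNA lie near 0, and the COX1 probes lie above 0.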

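ND2, ND3, ND5, ND6, COX2 and COX3 of the respiratory chain each had at least 1 down-regulated probe in PSSM muscle. ND5, a subunit of complex I, was 1.84-fold lower at probe 1 (log2 ratio -0.88 ± 0.29, SD, n = 7 horses, adjusted p = 0.00164) and 1.74-fold lower at probe 2 (-0.80 ± 0.27). ND3 was 1.74-fold lower at probe 2 (log2 ratio -0.80 ± 0.44, adjusted p = 0.00595) and 1.56-fold lower at probe 1 (-0.64 ± 0.39). ND6, the only one of them encoded on the light strand, was 1.60-fold lower at probe 1 (log2 ratio -0.68 ± 0.29, adjusted p = 0.00301) and 1.43-fold lower at probe 2 (-0.52 ± 0.28). For ND2 the log2 ratios were -0.48 ± 0.24 at probe 2 (adjusted p = 0.00913) and -0.39 ± 0.29 at probe 1 (adjusted p = 0.0347). COX3, a subunit of cytochrome c oxidase, had log2 ratios of -0.51 ± 0.32 at probe 2 (adjusted p = 0.0155) and -0.47 ± 0.25 at probe 1 (adjusted p = 0.0112). COX2, another of its subunits, was down-regulated 1.45-fold at probe 2 (log2 ratio -0.54 ± 0.48, adjusted p = 0.0426, below the pool in 5 of 7 horses), and probe 1 did not pass (-0.24 ± 0.45, adjusted p = 0.29). Under centring COX 2 probe 2 and ND2 probe 1 did not pass (adjusted p = 0.075 and 0.114). The call of COX 2 probe 2 also ended without any horse but 5 and 12 (adjusted p = 0.0749 to 0.103), and that of ND2 probe 1 without any horse but 12 (0.0641 to 0.0816).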

The other mitochondrial genes ND2, ND3, ND5, ND6, COX2 and COX3 were moderately down regulated but with low expression values (fold changes between -1.31 and -1.85). 

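Of 8 nuclear genes that the study places in aerobic metabolism, 3 were down-regulated in PSSM muscle: the ATP synthase subunits Atp5d, 1.46-fold lower (log2 ratio -0.54 ± 0.33, SD, n = 7 horses, adjusted p = 0.0121), and Atp5h, 1.46-fold lower (log2 ratio -0.54 ± 0.49, adjusted p = 0.0426), and SLC2A2. GNAS, the stimulatory G protein alpha subunit, was up-regulated 1.63-fold (log2 ratio 0.71 ± 0.44, adjusted p = 0.00996) in 7 of 7 horses. Values that did not pass were -0.59 ± 0.60 for Atp5l (adjusted p = 0.0568) and -0.53 ± 0.69 for Atp5j (adjusted p = 0.111), 2 more subunits of the ATP synthase, -0.60 ± 0.62 for Ucp2, the uncoupling protein of the inner membrane (adjusted p = 0.0587), and the value of Slc25a15. Adjusted over the list alone, 7 were down-regulated and 1 up-regulated, but the study chose this list on these samples, so it is not independent evidence (camera, adjusted p = 0.242). Over all 13 nuclear ATP synthase genes, Atp5d and Atp5h were down-regulated and none was up-regulated (1 and 0 when adjusted over the list alone), 12 lay below 0 and the mean log2 ratio was -0.28 ± 0.25 (camera, adjusted p = 0.36). Atp5h did not pass under centring (adjusted p = 0.0753) or without horse 12, 38, 42, 44 or 54 (0.054 to 0.103), and GNAS did not pass with PSSM muscle in Cy5 alone (log2 ratio 0.24, adjusted p = 0.299). Without horse 5, Atp5l (adjusted p = 0.0277) and Ucp2 (0.0367) passed, as did Ucp2 without horse 44 (0.0445) and Atp5j without horse 32 (0.0177).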

Other nuclear genes involved in the aerobic metabolism of the mitochondria were down regulated as well: UCP2, GNAS, SLC25a15, SLC2a2 (GLUT2), ATP5L, ATP5J, ATP5D and ATP5H.

**Figure 4:**
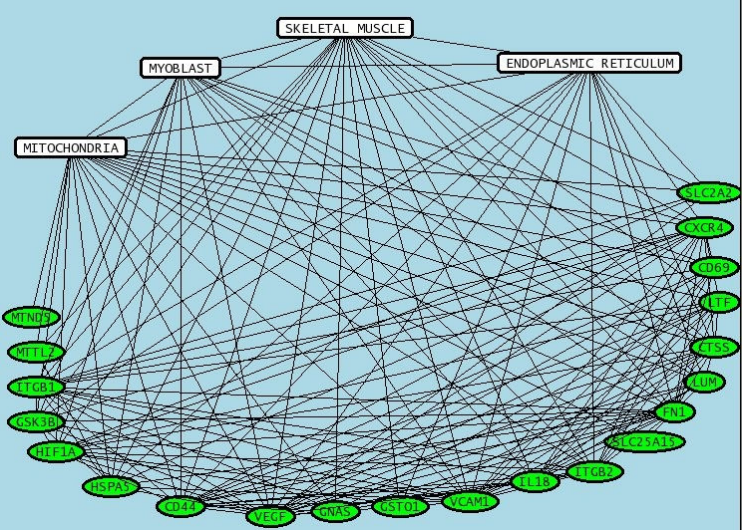
**Relationships between pairs of genes and cellular compartments**. The analysis of the main metabolic pathways and their dysfunctions was performed using a data mining software (Predictsearch^®^). Briefly, gene aliases corresponding to the significant modulated genes were submitted as queries to PubMed in order to collect titles and abstracts of all related publications. The results showed that a part of the significant modulated genes were strongly associated with the following terms: skeletal muscle, mitochondria, myoblast, endoplasmic reticulum.

**Figure 5:**
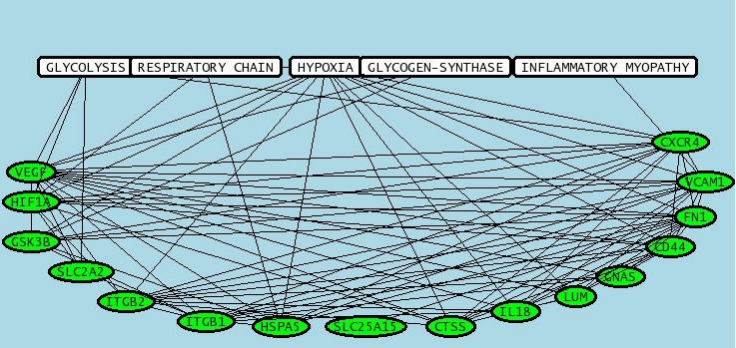
**Relationships between metabolic pathways or disorders and genes**. The analysis of the main metabolic pathways and their dysfunctions was performed using a data mining software (Predictsearch^®^). Briefly, gene aliases corresponding to the significant modulated genes were submitted as queries to PubMed in order to collect titles and abstracts of all related publications. The PubMed ID of the related publications were indicated on the figures 6, 7 and 8. The results showed that the more frequent biological activities cited in relationship with the set of genes were glycolysis, respiratory chain, hypoxia, glycogen synthase and inflammatory myopathy.

**Figure 6:**
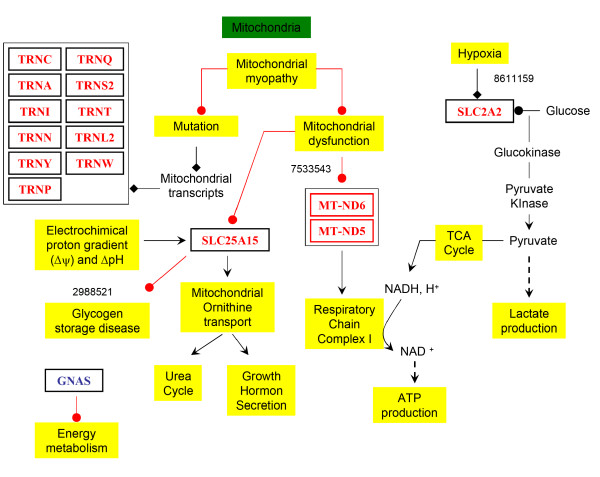
**Mitochondrial dysfunctions**. Mitochondria is one of the compartment detected by electronic microscopy and data mining as illustrated in figure 4. In the mitochondria, the tRNA were severely down regulated (fold change between -4.83 and -2.27). The other mitochondrial genes ND2, ND3, ND5, ND6, COX2 and COX3 were moderately down-regulated but with low expression values (fold changes between -1.31 and -1.85). Other nuclear genes involved in the aerobic metabolism of the mitochondria were down regulated as well: UCP2, GNAS, SLC25a15, SLC2a2 (GLUT2), ATP5L, ATP5J, ATP5D and ATP5H. The PubMed ID of the related publications found by the data mining analysis were indicated on the figure (8611159; 7533543; 2988521).

**Figure 7:**
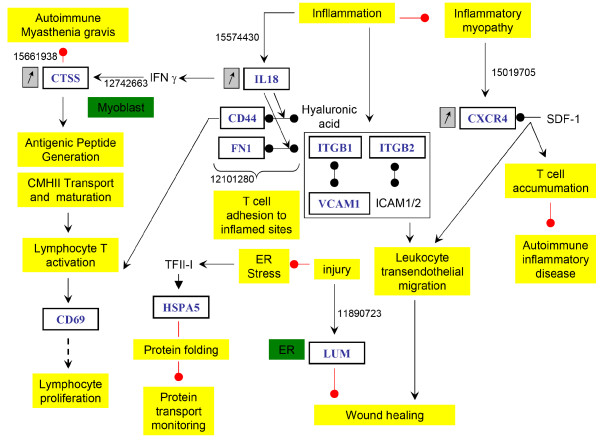
**Inflammatory process**. The chronic inflammation of the PSSM muscle was revealed both by histological observations and the number of up-regulated genes involved in inflammation pathways as illustrated in data mining results figure 5: IL18, CD44, CD69, CTSS, FN1, HSPA5, ITGB1, ITGB2, VCAM, CXCR4, LTF, GSTO1 and LUM. These genes could be expressed in the leukocytes present in the PSSM muscle and/or in muscle fibers. The PubMed ID of the related publications found by the data mining analysis were indicated on the figure (15574430; 15661938; 12742663; 12101280; 15019705; 2988521; 11890723).

**Figure 8:**
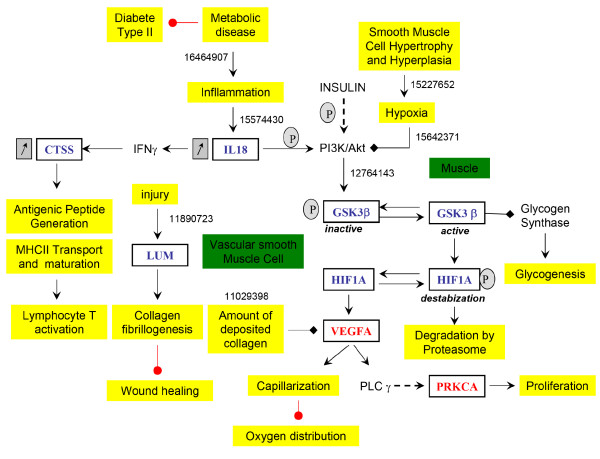
**Relationships between inflammatory process, inhibition of glycogen synthase and hypoxia according to data mining Results of figure 5**. The up-regulation of the glycogen synthase kinase (GSK3β) under its active form was responsible for the glycogen synthase (GYS1) inhibition. The up-regulation of GSK3β has another effect on hypoxia and low capillarization of the PSSM muscle. Phosphorylation of GSK3β increases the HIF1α destabilization which is degraded in the proteasome. Consequently, the low expression of HIF1α down-regulates VEGFα expression which contributes to a poor capillarization and increases chronic hypoxia of the regenerated muscle fibers. The PubMed ID of the related publications found by the data mining analysis were indicated on the figure (16464907; 15574430; 15227652; 15642371; 12764143; 11890723; 11029398).

A chronic inflammation process of the muscle was revealed by many up-regulated genes like interleukin 18 (IL18), CD44, CD69, CTSS, FN1, HSPA5, ITGB1, ITGB2, VCAM, CXCR4 LTF, GSTO1 and LUM (Figure 7).

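Of the 13 inflammation genes listed, 12 could be tested, and 8 of them were up-regulated in PSSM muscle and none was down-regulated (11 and 0 when adjusted over the list alone). The study chose the list on these samples, so its direction is not independent evidence. The 12 genes had a mean log2 ratio of 1.11 ± 0.87 (SD, n = 7 horses), above 0 in every horse (exact sign-flip test, p = 0.0156). Adhesion and matrix genes were among them: the integrin chains ITGB1 (log2 ratio 0.91 ± 0.40) and ITGB2 of leukocytes (0.77 ± 0.62, adjusted p = 0.0245), and VCAM1 (0.99 ± 0.74, adjusted p = 0.0164). HSPA5, a chaperone of the endoplasmic reticulum, was 1.70-fold higher (log2 ratio 0.77 ± 0.42, adjusted p = 0.00595). CD69, an early activation marker of lymphocytes, had 0.69 ± 1.01 (adjusted p = 0.143) and LTF, the neutrophil protein lactoferrin, 0.66 ± 0.83 (adjusted p = 0.103). CXCR4 had 0.75 ± 0.67 from 4 horses, with the control signal at its lowest level in 5 of its 7 values. Of 11 monocyte and macrophage markers, only ITGB2 was up-regulated, also when adjusted over the list alone, and their mean log2 ratio of 0.37 ± 0.49 was above 0 in 6 of 7 horses. A whole biopsy does not separate the RNA of macrophages from that of fibers. The camera test passed for the inflammation list (adjusted p = 2.32e-07) and for the macrophage list (adjusted p = 0.0273). With an estimated correlation both calls were lost (p = 0.0752 and adjusted p = 0.902 for the inflammation list, p = 0.273 and adjusted p = 0.933 for the macrophage list). Without horse 44 the macrophage list had a mean of 0.20 and did not pass (adjusted p = 0.185), and ITGB2 did not pass without horse 38 (adjusted p = 0.0661). Without horse 5 or 12 only 4 of the inflammation genes were up-regulated and without horse 38 only 5, and the log2 ratios of HSPA5 and VCAM1 were -0.01 and -0.19 on the microarrays with PSSM muscle in Cy5 alone. From the number of up-regulated inflammation genes, together with the histological observations, the paper concludes that PSSM muscle was chronically inflamed.

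**Figure D3:**
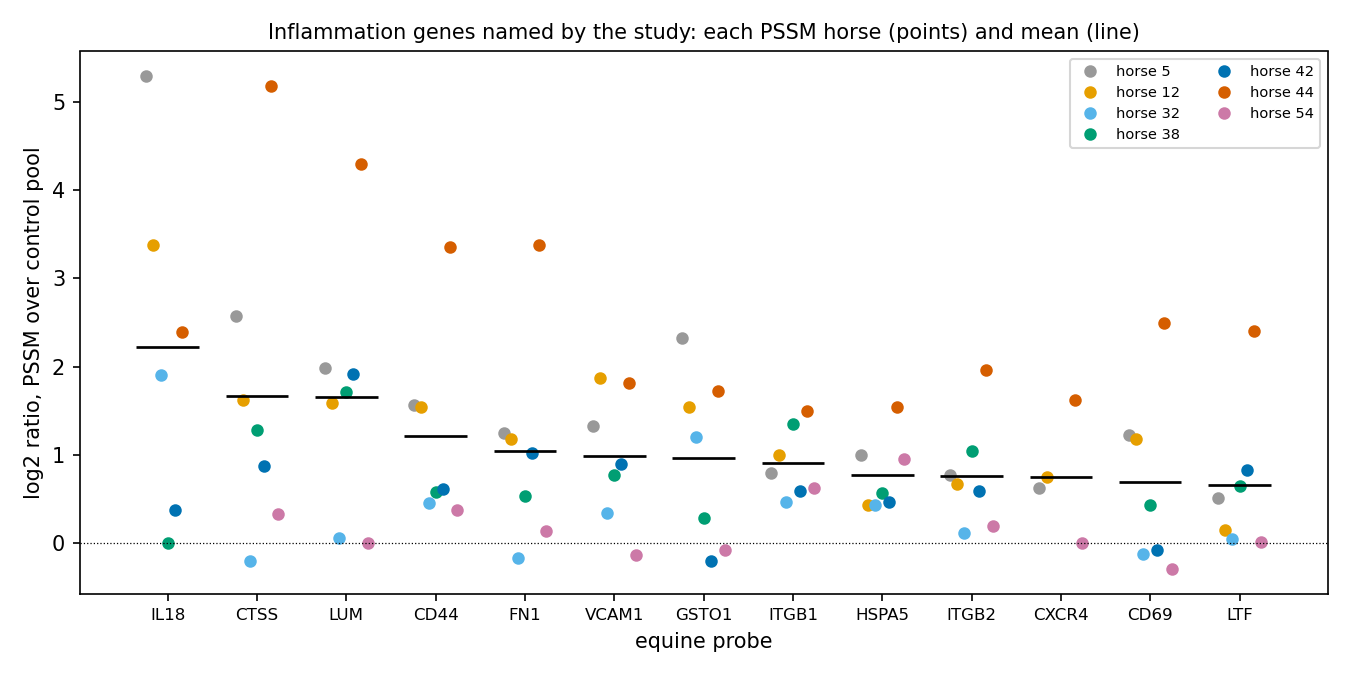
Log2 ratio over the control pool (vertical axis) of the 13 inflammation genes (horizontal axis) in each of the 7 PSSM horses, with the mean over horses as a line. Horse 44 is highest for 10 of the 13 genes.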

The up-regulation of the glycogen synthase kinase-3 (GSK3β) under its active form could be responsible for glycogen synthase inhibition, and for hypoxic transcription factor inhibition (HIF1α) by phosphorylation as indicated by data mining analysis (Figure 8). In addition, VEGFα was down-regulated and avoided capillarization and oxygen distribution of the new regenerated muscle fibers. These gene regulations increased muscle hypoxia.

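GSK3B, the kinase that phosphorylates and inhibits glycogen synthase, was up-regulated 1.54-fold in PSSM muscle (log2 ratio 0.62 ± 0.23, SD, n = 7 horses, adjusted p = 0.00227). HIF1A was up-regulated as well, with a log2 ratio of at least 0.78 ± 0.42 (adjusted p = 0.00595), since the control signal was at its lowest level in some values. Both were above the control pool in 7 of 7 horses (exact sign-flip test, p = 0.0156 for each). These are levels of mRNA, and neither phosphorylation nor protein was measured on the array. With PSSM muscle in Cy5 alone GSK3B had a log2 ratio of 0.09 (adjusted p = 0.624) and HIF1A 0.46. On 3 mouse probes for Gsk3b the log2 ratios were 0.56 ± 0.28 (adjusted p = 0.036), 0.12 ± 0.15 and -0.12 ± 0.20.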

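VEGF was low in both dye orientations, with a log2 ratio of -1.58 with PSSM muscle in Cy3 and -1.29 in Cy5. Of 2 mouse probes for Vegfa, 1 was down-regulated (log2 ratio -1.40 ± 0.72, SD, n = 7 horses, adjusted p = 0.024) and the other had -0.40 ± 0.38 (adjusted p = 0.15). Of 6 tested markers of the endothelium, the cells that line capillaries, VCAM1 was up-regulated and none was down-regulated, also when adjusted over the list alone. Their mean log2 ratio was 0.09 ± 0.20 and their median -0.01 (camera, adjusted p = 0.649). With PSSM muscle in Cy5 alone VCAM1 (-0.19) and the mean of the list (-0.06) lay below 0.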

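Eno1, EPO and IGF2 did not pass the test in PSSM muscle, and each lay above the control pool on average. Eno1, enolase of glycolysis, had a ratio of 1.39 (log2 ratio 0.47 ± 0.54, SD, n = 7 horses, adjusted p = 0.0868, above the pool in 6 horses). EPO, erythropoietin, had a ratio of 1.34 (log2 ratio 0.43 ± 0.50, adjusted p = 0.0975, in 6 horses) and IGF2, an insulin-like growth factor, 1.28 (log2 ratio 0.36 ± 0.53, adjusted p = 0.175, in 5 horses). Of 9 glycolysis genes, none was up- or down-regulated by limma, also when adjusted over the list alone, and their mean log2 ratio was 0.10 ± 0.47 (camera, adjusted p = 0.36). Among them Pkm2, a pyruvate kinase, had -0.54 ± 0.75 (adjusted p = 0.134), and it passed as lower without horse 38 (adjusted p = 0.0436). Under centring Eno1 (adjusted p = 0.0368) and EPO (0.0395) passed.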

Other interesting genes were slightly up-regulated: ENO1 (1.39) was involved in the end of glycolysis; IGF2 (1.34) was involved in the growth hormone activity in muscle differentiation; EPO (1.28) was involved in hematopoietic function. Some other genes were slightly down-regulated: PYGL (-1.11) was involved in glycogen metabolism; IL6ST (-1.20), IL7 (-1.19) were involved in hematoprotein signaling; MIF (-1.30) was involved in cell inflammatory regulation. 

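Of these 4 genes, 2 were down-regulated in PSSM muscle. IL6ST, the receptor chain gp130 shared by cytokines of the IL6 family, was 1.20-fold lower (log2 ratio -0.26 ± 0.15, SD, n = 7 horses, adjusted p = 0.0455) and MIF, macrophage migration inhibitory factor, 1.31-fold lower (log2 ratio -0.39 ± 0.27, adjusted p = 0.031). PYGL, the liver form of glycogen phosphorylase, had a log2 ratio of -0.16 ± 0.19 (adjusted p = 0.242) and IL7, a growth factor of lymphocytes, -0.25 ± 0.25 (adjusted p = 0.106). Under centring IL6ST (adjusted p = 0.226) and MIF (0.075) did not pass. The call also ended for IL6ST without any horse but 5 (0.0843 to 0.105) and for MIF without any horse but 5 and 32 (0.0678 to 0.08).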

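Among the 15 tested genes of glycogen metabolism and glucose uptake, GSK3B was up-regulated and SLC2A2, or GLUT2, was down-regulated, also when adjusted over the list alone, and the other 13 did not pass. The list as a whole did not move to one side. Its mean log2 ratio was -0.07 ± 0.11 (SD, n = 7 horses), its median was 0.02, and 5 horses were below 0 (camera, adjusted p = 0.78). PYGL was among the 13 that did not pass.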

GSK3β, PYGL, GLUT2 are the only genes closely related to glycogen metabolism.

## Discussion

The equine genome has been recently sequenced and published. However, there is no equine DNA microarray commercially available to date. Three homemade cDNA microarrays have been designed using transcripts extracted from equine joint cartilage and synoviocytes [27-29]. This first cDNA microarray was tissue specific and poorly annotated. Another approach to analyse gene expression in equine leukocytes and muscles was to use a heterologous 15 K cDNA microarray designed from murine embryonic tissues by the National Institute on Aging [30]. It includes 15,264 unique genes for which about 11,000 are annotated. It has been demonstrated by several tests that mouse cDNA microarrays can adequately hybridize equine genes expressed in muscles [31]. It was assumed that interspecific hybridization between an equine cDNA and a probe of 1,500 nucleotide length is possible between two mammal species because the genes involved in the basic cellular functions are highly conserved during mammal evolution as observed for myosin heavy chains [32]. The same mouse 15 K cDNA microarray has been used to detect inflammation and oxidative stress by the study of leukocyte gene expression in endurance horses performing a race of 140 km [33]. In order to improve specificity of the hybridization and to focus on a few numbers of functions of the genes (inflammation, muscle metabolism), an equine oligonucleotide microarray database was designed and validated according to the same methods as previously described [24,31].

The muscle biopsies mainly collected muscle fiber cells and also some leucocytes that were in the muscular blood vessels and in the muscle connective tissue itself because of chronic inflammation observed in PSSM muscles. Histological data showed mild or severe inflammation with macrophages and lymphocyte infiltration. These leucocytes should have an important signaling activity which was observed in the present results. However, the relative amount of muscle RNA extracted from the muscle was more than 98% of the total RNA according to the relative mass of tissue. In addition, very little blood was collected with the automatic biopsy needle and the blood at the surface of the sample was absorbed before freezing the biopsy into nitrogen.

The gene expression analysis of the PSSM muscles mainly revealed the metabolic disorders due to this equine glycogenosis but not directly the genes suspected to be responsible for this pathology. The candidates GBE1, PFKM, AGL and even GYS1 were not significantly modulated. 

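None of the candidate genes that could be tested was up- or down-regulated in PSSM muscle. PFKM, phosphofructokinase of muscle, had a log2 ratio of 0.15 ± 0.73 (SD, n = 7 horses, adjusted p = 0.666) on its equine probe and -0.56 ± 0.39 (adjusted p = 0.0743) on the mouse probe of Pfkm. Gys1, glycogen synthase of muscle, was read on a mouse probe, at 0.03 ± 0.16 (adjusted p = 0.837). The mouse probe of Gbe1, the glycogen branching enzyme, had values from 2 horses only and was not tested. Of the 26 tested mouse probes of glycogen metabolism genes, 1 probe of Gsk3b was up-regulated and none was down-regulated (2 and 1 when adjusted over the list alone, camera adjusted p = 0.682). Pygm, the glycogen phosphorylase of muscle, had a log2 ratio of 0.05 ± 0.42 (adjusted p = 0.883). Mouse probes read horse RNA across species, so a small log2 ratio on them can also come from weak binding.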

GYS1 with a G-to-A mutation has been identified to be associated with PSSM in different breeds [21]. Most of the PSSM cases (77) diagnosed by histology were heterozygous for the mutation but 22 PSSM cases were of the homozygous wild type and the GYS1 mutation alone could not explain the glycogenosis. It has been suggested that another non-GYS1 glycogenosis could explain these 22 PSSM cases. The glycogen synthase activity measured in vitro was higher in PSSM muscle. In the present study, all the PSSM horses were mutated for GYS1. The homozygous horses exhibited more severe histological disorders with characteristic amylase-resistant aggregates but also tissular damages, namely fiber necrosis, anisocytosis, some endomysial fibrosis and fatty infiltration.

The main dysfunctions observed were a chronic inflammatory myopathy and a severe hypoxia associated with a very low activity of the oxidative energetic metabolism. The chronic inflammation of the PSSM muscle was revealed both by histological observations and the number of up-regulated genes involved in inflammation pathways: IL18, CD44, CD69, CTSS, FN1, HSPA5, ITGB1, ITGB2, VCAM, CXCR4, LTF, GSTO1 and LUM. These genes could be expressed in the leukocytes present in the PSSM muscle and/or in muscle fibers. Interleukin 18 (IL18) was the most up-regulated gene and four other genes had the highest expression ratios: CTSS, LUM, CD44 and FN1. The chemokine receptor 4 (CXCR4) has been observed more specifically in some idiopathic inflammatory myopathies in humans [34]. This gene encodes a CXC chemokine receptor specific for stromal cell-derived factor-1. This protein has 7 transmembrane regions and is located on the cell surface.

According to the histological data, it was postulated that this inflammatory context was stimulated by muscle fiber necrosis and progressed to fiber regeneration and endomysial fibrosis. This mecanism is illustrated by (i) the insulin like growth hormone type II (IGF2) that was also up-regulated and contributed to myoblast differentiation [35] and mitochondrial biogenesis [36]; (ii) the up-regulation of lumican (LUM) gene that encodes for a small keratan sulfate proteoglycan molecule, which is involved in the collagen fibrillogenesis and fibrous tissue formation.

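Of the genes of the extracellular matrix and its remodelling, 3 of 17 were up-regulated in PSSM muscle and none was down-regulated (3 and 0 when adjusted over the list alone). These were LUM, CD44 and ITGB1, the receptors for hyaluronan and for matrix proteins beside the proteoglycan. The list had a mean log2 ratio of 0.30 ± 0.35 (SD, n = 7 horses), above 0 in 5 horses and highest in horse 44 (0.98), and it did not pass (camera, adjusted p = 0.0657). Without horse 44 its mean was 0.18. It passed without horse 32 (adjusted p = 0.041) and with the horse as a block (adjusted p = 0.0267), but not under centring (adjusted p = 0.0859) or with an estimated correlation over all horses (p = 0.171, adjusted p = 0.933). LUM ranged from 0.01 in horse 54 to 4.30 in horse 44. IGF2 was above the pool in 5 of 7 horses (exact sign-flip test, p = 0.141).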

IL18 is an interferon gamma-induced protein that is involved in immune cell activation, proliferation, infiltration, apoptosis and cytotoxicity. In humans, the plasmatic concentration of IL18 is an interesting predictor of the risk of myocardial infarction, artherosclerosis and metabolic syndrome observed in obesity [37,38]. A high plasmatic concentration of IL18 is correlated with insulin resistance and body mass index. In PSSM horses, an increased sensitivity to insulin has also been observed [14]. The measure of IL18 concentration could be an interesting blood marker of PSSM. As indicated by the data mining analysis, the chronic inflammation and IL18 up-regulation could be responsible of PI3K/Akt/GSK3β activation [39]. The up-regulation GSK3β under its active form could be responsible for the glycogen synthase (GYS1) inhibition as indicated by data mining analysis. The down-regulation of the glycogen metabolism was also indicated by a low expression value of PYGL. The up-regulation of active GSK3β could be responsible of hypoxia and low capillarization of the PSSM muscle. The GSK3β activity increases the HIF1α destabilization by phosphorylation which is finally degraded in the proteasome [39,40]. Consequently, the low expression of HIF1α should down-regulate VEGFα expression [41] which contributes to a poor capillarization and increased chronic hypoxia of the regenerated muscle fibers. The down-regulated protein kinase Cα (PRKCα) gene is involved in many important signaling pathways like calcium, MAPK and VEGFα.

Other genes involved in hematoprotein signaling were down-regulated IL6ST, IL7. It was interesting to observe the up-regulation of the erythropoietin cytokine gene (EPO), which also demonstrated hypoxia in the PSSM muscle. This EPO transcript could be expressed both in blood and muscle cells. This plasmatic cytokine is well known to regulate red cell production by promoting erythroid differentiation and initiating hemoglobin synthesis. This cytokine also has neuroprotective activity and an anti-apoptotic neuronal effect useful for treatment of a variety of potential brain injuries [42,43]. 

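The EPO probe was above the control pool in 6 of 7 PSSM horses (exact sign-flip test, p = 0.0312), from -0.03 in the lowest to 1.33 in horse 44 on the log2 scale. Without horse 44 the mean log2 ratio was 0.28, and on the mouse probe of Epo it was -0.23. No other gene of red cell production was tested beside it here.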

The use of EPO in chronic kidney disease [44], heart failure and other cardiovascular diseases [45] demonstrated the pleiotropic cytokine activity of EPO as anti-apoptotic and with a tissue protective effect against hypoxia. Erythropoietin injection could be useful for the treatment of hypoxia in PSSM cases.

Hypoxia could also be related to the severe oxidative metabolism dysfunction observed at the mitochondrial level. Ultrastructural observations showed a decrease in the number of mitochondria and mitochondrial damages with reduction the cristae number, swelling and formation of myelinic bodies. The genomic markers of the mitochondrial dysfunction were the low level of most of the tRNA and the down-regulated genes coding for the respiratory chain sub-units (ND2, ND3, ND5, ND6, COX2 and COX3). The respiratory chain dysfunction in conjunction with a low expression of UCP2 could increase the reactive oxygen species accumulation in the mitochondria and could be responsible for muscle fiber apoptosis and necrosis. In addition, other nuclear genes involved in the mitochondrial oxidative metabolism were down-regulated (GNAS, SLC25A15, SLC2a2 (GLUT2), ATP5L, ATP5J, ATP5D and ATP5H). The down-regulation of the glucose transporter GLUT2 could also be related to the hypoxia. This transporter facilitates bidirectional transport of glucose through the cellular membrane and decreases the glucose available for glycogen synthesis, glycolysis and the Krebs cycle. The mitochondrial carrier ornithine transporter (SLC25A15) down-regulation also indicates a reduction of mitochondrial activity.

## Conclusion

Protein synthesis, apoptosis, cellular movement, growth and proliferation were the main cellular functions associated with the modulated genes. This was in agreement with the histological observations of active muscle fiber regeneration in PSSM muscles. Several up-regulated genes, especially interleukine 18 (IL18), revealed a severe muscular inflammation in PSSM muscles as confirmed by histological findings of leucocyte infiltrations. The up-regulation of active glycogen synthase kinase-3 (GSK3β) could be responsible for both glycogen synthase (GYS1) inhibition and hypoxia-inducible factor (HIF1α) destabilization. Many genes involved in mitochondrial functions were down-regulated and utltrastructural observations revealed many mitochondrial disorders. Consequently, the main disorders observed in PSSM muscles could be related to mitochondrial dysfunctions, glycogenesis inhibition and the chronic hypoxia.

## Authors' contributions

EB designed and carried out the study and wrote the manuscript. EM carried out the RNA extraction and microarray hybridization. NJ carried out the equine microarray design. TL carried out the histopathological and ultrastructural analysis. LG carried out the histological processing. BH and SC collected the PSSM cases and muscle biopsies. GG participated in the collection of PSSM cases and data analysis. XM participated in the quantitative RT-PCR analysis. PB and MC participated in the data mining analysis. OA and PM produced the home made equine microarrays and check quality. XG participated in the equine microarray design and the functional genomic analysis of the data. All authors read and approved the final manuscript.

## Supplementary Material

Additional file 1 **List of the 384 equine gene probes included in the equine microarray**. The file provides the following information for each probe: the gene name, Genebank ID, Entrez Gene ID of the human orthologous gene and location of the 50nt-oligonucleotides in the equine transcript sequence. More information is available on GEO database under accession number GPL8349: . Click here for file

Additional file 2 **Legend of metabolic pathways presented in figures 6, 7 and 8. **Signs and conventions used to describe the pathways presented in figures 6, 7 and 8. Click here for file

# Supplementary material for: Gene expression profiling in equine polysaccharide storage myopathy revealed inflammation, glycogenesis inhibition, hypoxia and mitochondrial dysfunctions
**Source:** BMC Vet Res. 2009 Aug 7;5:29. doi: 10.1186/1746-6148-5-29
**Supplement:** Additional file 2 — Legend of metabolic pathways presented in figures 6, 7 and 8. Signs and conventions used to describe the pathways presented in figures 6, 7 and 8.

Legends of figures

XX

Induced gene (Ratio ≥ 1.5)

XX

Repressed gene (Ratio ≤ 0.5)

XX

Repressed gene ($0.5 \leq \text{Ratio} \leq 0.7$)

increase

decrease

associated concept

phosphorylation

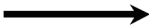	activation
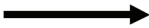	transcriptional activation
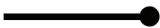	binding
	interaction
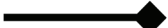	inhibition
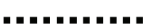	undirect signalling

biological activity

cellular/tissue/organ context

How the deposited data were processed for this re-analysis (not part of the article)

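Gene expression was read in gluteus medius muscle of 7 PSSM horses against a pool of mRNA from 6 control muscles on 14 spotted 2-color microarrays, 2 per horse with the dyes swapped. The value table holds 24493 probes: 384 equine probes (50 mitochondrial, 334 nuclear) and 24109 mouse probes, of which 13430 carry 1 gene symbol and 10679 carry none. The values are natural logarithms (ln) of the Cy5 to Cy3 ratio: the authors scanned the microarrays, quantified them with GenePix Pro 6.0, normalized them per spot and per microarray by Lowess in GeneSpring and took the ratio, as deposited. The natural log was recognized from the ends of the columns, which stop at ratios of 0.01 and 100. The rule behind the empty cells, the background correction and the limit on low signals are not stated. In 116 of the 4980 equine values (2.33%) the control signal was at its lowest level, seen as a linear ratio that is a whole number (within 0.0002) once multiplied by 10, against 9.16% of the values of the other probes and 0.04% expected by chance. With narrower and wider tolerances (up to 0.001) the count was 109 to 125, with 5 to 7 values of IL18 and 5 of CXCR4. The number of microarrays limits the precision, and low signal over background limits it further in these probes.

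Microarrays with PSSM muscle in Cy3 were turned, so that every value is PSSM over control, and the values were converted to log2 and averaged per horse. The dyes of each channel come from the sample labels, and the direction was checked against the ratios of Table 3. Means are over horses on the log2 scale, and ratios are their antilogs. The control pool is 1 sample, so differences between control horses are not part of any error. Probes with values from at least 5 horses were tested against 0 with lmFit and eBayes of limma 3.58.1 in R 4.3.3, with Benjamini-Hochberg adjustment over the 361 tested equine probes, and over the 13067 tested other probes by themselves. The methods state a t-test of the horse means instead, which was run as an alternative. An exact two-sided sign-flip test over horses was computed for each probe. The smallest p it can give is 0.0156 for 7 horses and 0.0312 for 6. The dye effect was tested with limma on the difference between the 2 microarrays of a horse.

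Tested on the 347 equine probes with a value from every horse, 24 gene lists were compared with the other equine probes by camera with a preset correlation of 0.01, and by themselves with fry. Camera with an estimated correlation was the alternative (statmod 1.5.0 served the block model, in which the 2 microarrays of a horse had a correlation of 0.472). The direction of a list depends on the measure in 9 lists. The mean of glycogen metabolism, hypoxia, lymphocyte, granulocyte, adipocyte and muscle fiber genes lies below 0 and camera, which ranks a list against the other probes, points upwards. For endothelial, NF-κB and smooth and cardiac muscle genes the mean lies above 0 and the median below it. Probes of a gene were kept apart. Another 10 lists of mouse symbols were written after the highest and lowest mouse probes had been seen. The inflammation list and the list of nuclear mitochondrial genes were chosen by the study on these samples.

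Probes named in the text are the 15 highest and 15 lowest among those that passed with the same sign in all 7 horses (only 12 were up-regulated in this way), every gene that the paper names, and for each list the 2 to 4 largest that passed, or the 2 largest where none passed. The ratios of Table 3 had been read when this rule was set. Mouse probes are named where they carry a gene discussed at the claim, or were chosen after their values were seen. The correlation with RT-PCR used 100000 random permutations over the 21 genes of Table 4. The correlation with the share of fibers with aggregates used all permutations of the 6 PSSM horses that both the labels and Table 2 name. Python 3.11.15 with pandas 2.3.3, numpy 2.4.6, scipy 1.17.1 and matplotlib 3.10.9 did the rest.

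The alternatives were the t-test of the methods with and without adjustment, robust limma, the 14 microarrays with a dye term and the horse as a block, each dye orientation alone, centring on the equine probes or on all probes, only probes with values on all 14 microarrays, adjustment over all probes, the arithmetic mean of the linear ratios, and leaving out each horse. Chosen after the values were seen were a minimum of 2 horses, leaving out values with the control at its lowest level, leaving out the microarray of horse 54 with PSSM muscle in Cy5, and the t-test over single microarrays. The median of the spots of a probe could not be taken, since the table holds 1 value per probe and microarray. On simulated data of the same size, the test found 20 of 30 equine probes changed by 0.50 and 29 of 30 changed by 1.00 (log2), with 4 unchanged probes among 53 calls. Among the other probes it found 41 and 88 of 100, with 6 unchanged probes among 135 calls. The simulated probes were independent of each other, with no empty values and no shared deviation of the control pool. These rates therefore need not hold for the microarrays. Horse 5 of the labels has no genotype or histology in Table 2 and was left out of the fiber correlation.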

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

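In this part the tests of explanations and the lists of mouse genes were chosen after the results were seen.

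Horse 44 lay far from the other 6 horses in CD44 (log2 ratio 3.35), FN1 (3.37), LTF (2.41), HIF1A (1.64) and PDE4D (-1.77), and in the mean of the monocyte and macrophage markers (1.39). Horse 54 was far below the others in Slc25a15 (-3.84, with 1 value at the lower limit of the ratios), and horse 5 was above them in SLC8A1 (0.0642). Of 124 groups of values, 11 had such a lone horse or microarray, and chance gives 1 in 20, or 6.2.

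In these samples the higher mean of the inflammation genes was not confined to horse 44 or to 1 dye orientation. Without horse 44 their mean log2 ratio was 0.84, above 0 in each of the other 6 horses (camera with a preset correlation, adjusted p = 7.34e-09). With all horses the camera call was lost with an estimated correlation (p = 0.0752 and adjusted p = 0.902). The dye orientation nearer 0 had a mean of 1.00. The study chose this list on these samples, with all horses and both dyes included. A high mean was therefore likely in advance, and these values exclude neither horse 44 nor a dye as its source. Whether the biopsies held a larger share of macrophages stays open: the mean of 9 equine macrophage markers outside the inflammation list rose with the mean of that list over the 7 horses (r = 0.889, exact permutation test, p = 0.00813, and rho = 0.857, p = 0.0238), and without the 2 farthest horses r was 0.664 (n = 5, p = 0.192). The mean of 15 macrophage markers on the mouse probes did not rise with it (r = 0.00568, p = 0.99). Among the equine markers CD14 (log2 ratio -0.08 ± 0.33), CSF1R (0.12 ± 0.53) and TLR4 (0.58 ± 0.67) did not pass the test, and the macrophage list shares CTSS and ITGB2 with the inflammation list. How far the fibers themselves express these genes was not tested, and the chronic damage of PSSM muscle stays open as a biological explanation.

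The microarray of horse 54 with PSSM muscle in Cy5 stood apart from the other microarrays of that orientation by its spread over all probes (SD of the log2 ratio 2.11) and its medians (-0.388 for the equine probes and -0.259 for all probes). Without it 21 equine probes were up-regulated and 72 down-regulated.

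The paper does not report on the mouse probes, among which 59 were up-regulated and 178 down-regulated of 13067 tested (2501 at an unadjusted p under 0.05). Leaving out a horse gave between 7 (without horse 38) and 49 up-regulated probes, with 27 without horse 5, 11 without 12, 15 without 42, 18 without 44 and 35 without 54. The down-regulated probes fell to 91 without horse 12, 74 without 38, 94 without 42 and 113 without 44. Chance differences between horses are argued against as the source of the calls. Over 64 sign patterns of whole horses, the highest other count was 8, against 237. A deviation of the single control pool moves all horses alike, would give the same outcome and is not excluded.

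Genes of the liver were among the lowest mouse probes: Alb, serum albumin, was 18.3-fold lower in PSSM muscle than in the control pool (log2 ratio -4.19 ± 1.08, SD, n = 7 horses, adjusted p = 0.000611), and Fabp1, the liver fatty acid binding protein, 17.2-fold, each in 7 of 7 horses. Of 52 tested hepatocyte markers, 17 were down-regulated and none was up-regulated by limma (27 and 0 when adjusted over the list alone, and 27 and 1 at an unadjusted p under 0.05), and 44 lay below 0.

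A candidate explanation is liver RNA in the control pool, which would lower liver genes in every horse: the median of the hepatocyte list was -0.39 (camera adjusted p = 1.43e-14, with an estimated correlation 0.000781), against -0.04 for 15 kidney, -0.00 for 12 pancreas and gut, -0.10 for 16 brain and -0.13 for 11 lung probes. Of these other lists only the lung list held a called gene (Aqp5, -0.41, 1 also when adjusted over the list alone), and camera gave an adjusted p of 0.877 for each. The tested liver genes among the equine probes went both ways, with PLG down-regulated (-0.54 ± 0.27, adjusted p = 0.0081), AMBP (-0.30) and FGB (-0.11) below 0 and CYP2E1 (0.20) and IGFBP1 (0.41) above it, so they decide nothing. FGA lay lowest (-2.39 ± 1.80), but it had values from 3 horses only, 1 value at a limit of the ratios, and was not tested. A dye effect is argued against, since the median of the list was -0.30 and -0.57 in the 2 orientations. With a single pool, liver RNA in it cannot be told apart from a lower level of these genes, SLC2A2 included, in PSSM muscle, and how many of them muscle also expresses was not determined.

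Of 49 tested mouse probes of nuclear oxidative phosphorylation genes, 43 lay below 0, also outside the probes that the paper discusses.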

How the results depend on the processing

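The microarrays as single values, leaving out the microarray of horse 54 with PSSM muscle in Cy5, and leaving out horses for the mouse probes were chosen after the values were seen, as were a minimum of 2 horses and leaving out values with the control at its lowest level.

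Of the 67 named probes that were called, 25 were called under every alternative set in advance that could test them, among them 8 tRNA, SLC2A2, PRKCA, ND5, ND6 and SRI. Of these, 22 had values on all 14 microarrays. VEGF, TNFSF13B and RELB did not, so that filter could not test them, and RELB could not be tested with PSSM muscle in Cy3 alone either. Of the 67, 44 were called without each horse in turn. The 16 up-regulated equine probes became 9 with the t-test of the methods, 29 with it unadjusted, 63 with PSSM muscle in Cy3 alone, 32 with it in Cy5 alone, 38 under centring on the equine probes, 5 when adjusted over all probes, 8 to 18 without a horse, and 39 with microarrays as single values and no adjustment. The 72 down-regulated probes became 45 under that centring, 38 when adjusted over all probes and 48 to 71 without a horse. Adjustment over all probes tests more probes at once. For the other changes, the cause was not tested.

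Of the gene lists, 3 were called, 0 with an estimated correlation, and 2 to 4 without a horse. With an estimated correlation the mean log2 ratio (over probe means), which this choice does not alter, was -0.96 for the mitochondrial tRNA (adjusted p = 0.902), 1.13 for the inflammation genes (0.902) and 0.37 for the macrophage markers (0.933). The tRNA ranged from -1.03 to -0.87 and the inflammation genes from 0.87 to 1.26 without a horse. The macrophage markers did not pass with PSSM muscle in Cy5 alone (0.31, adjusted p = 0.426), under centring on the equine probes (0.49, 0.0636), with probes present on all 14 microarrays (0.37, 0.098) or without horse 44 (0.20, 0.185), and ranged up to 0.45. Of the values of the other lists, 354 kept their side of the threshold and 3 newly passed: the respiratory chain with PSSM muscle in Cy3 alone (-0.55), and the extracellular matrix with the horse as a block (0.33) and without horse 32 (0.35). The mean of a list that was not called changed its sign in 44 values over 17 lists: in 1 dye orientation in 12 lists, under centring on the equine probes in 10 and without a horse in 5.

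Directions reversed with PSSM muscle in Cy5 alone for HSPA5 (-0.00809) and VCAM1 (-0.19), and with it in Cy3 alone for COX 1 probe 1 (-0.25), COX 1 probe 2 (-0.42), SSPN (0.0299) and TNNI3 (0.59). In all 6 probes a dye effect passed its own test (adjusted p between 0.000128 and 0.00244).

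The mouse probes became 11 up-regulated and 64 down-regulated with the t-test of the methods, 107 up-regulated without the microarray of horse 54 with PSSM muscle in Cy5, and 7 to 49 up-regulated and 74 to 182 down-regulated without a horse. The correlation with RT-PCR was 0.502 to 0.580 without a horse. Low signal over background limits IL18 and CXCR4, whose control signal was at its lowest level in most values. The median of spots could not be run.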

Differences from the paper's values

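The paper counts 76 moderately modulated genes, and here 44 called probes lie between its limits. Of the alternatives set before the data were examined, the values within 1.5-fold of the paper's are 77 with the t-test of the methods without adjustment, 58 with the horse as a block and 69 with PSSM muscle in Cy3 alone. Those farther away are 31 with the adjusted t-test, 44 with robust limma, 29 with PSSM muscle in Cy5 alone, 38 and 43 under centring on the equine probes and on all probes, 44 with values on all 14 microarrays, 10 when adjusted over all probes, and 20 to 37 without a horse. The paper's methods state an adjusted p under 0.05 from a t-test, and the count here uses the adjusted p of limma. Of the paper's 129 genes, 13 were up-regulated and 62 down-regulated here, 51 did not pass and 3 were not tested. All 129 had the paper's direction. This is not independent evidence, since both sets of ratios come from the same microarrays and the direction was checked against Table 3. For all 129 the paper's p lies within 5% of an unadjusted t-test over the single microarrays, a setting chosen after seeing the values, which gives 92 moderately modulated and 145 called probes and calls 125 of the paper's 129 genes.

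The paper gives GNAS among down-regulated genes of aerobic metabolism, and here it was up-regulated (log2 ratio 0.71), the direction that the paper's Table 3 also gives it. The paper ranks PRKCA lower than VEGF, and here the 2 lie close together, with VEGF lower (-1.46 against -1.44), both behind SLC2A2 as in the paper. In the paper every mitochondrial gene falls. Here 30 of 50 probes were down-regulated, both COX1 probes were up-regulated (0.45 and 0.33), though below 0 with PSSM muscle in Cy3 alone (-0.25 and -0.42), and the rRNA did not pass. The text gives IGF2 the ratio that its Table 3 gives EPO, and the other way round. Here IGF2 had 1.28 and EPO 1.34. The discussion speaks of a low expression of HIF1α after its degradation in the proteasome, which concerns the protein. Here the mRNA of HIF1A was up-regulated (at least 0.78), the direction that the paper gives in its Table 3 and its RT-PCR. The protein was not measured here, so these statements cannot be set against each other.

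Among the 51 genes that the paper calls and that did not pass here are, with their adjusted p, CTSS (0.0568), FN1 (0.0661), CD69 (0.143), LTF (0.103), Slc25a15 (0.0975), Ucp2 (0.0587), Atp5l (0.0568), Atp5j (0.111), Eno1 (0.0868), IGF2 (0.175), EPO (0.0975), PYGL (0.242) and IL7 (0.106), and CXCR4 was 1 of the 3 not tested. The t-test of the methods without adjustment calls CTSS, Atp5l, Ucp2 and IL7. The block model calls CTSS, FN1, CD69, LTF, Atp5l, Ucp2, Eno1 and EPO. PSSM muscle in Cy3 alone calls CTSS, Atp5l, EPO, IGF2 and Slc25a15, and in Cy5 alone CTSS, FN1, CD69, LTF, Atp5j, Ucp2 and IL7. Centring on the equine probes calls CTSS, FN1, Eno1 and EPO, and values on all 14 microarrays call CTSS, Atp5l and Ucp2. Leaving out horse 32 calls CTSS, FN1 and Atp5j, horse 5 Atp5l and Ucp2, horse 44 Ucp2, and horse 54 Slc25a15. Chosen after seeing the values, single microarrays without adjustment call all 14 of these, and with adjustment CTSS, FN1, Eno1, EPO, Atp5l and Ucp2, with 95 of the paper's 129 genes called, and leaving out the microarray of horse 54 with PSSM muscle in Cy5 calls CTSS, Eno1, Ucp2 and Slc25a15, and leaving out values with the control at its lowest level calls CTSS and FN1.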

Other observations

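The test for the strand of the tRNA, the comparison with the rRNA and the lists of mouse genes were chosen after the results were seen.

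On the mouse probes, nuclear genes of oxidative phosphorylation lay low in PSSM muscle. Of 49 tested probes, 1 was down-regulated and none up-regulated by limma, Ndufa13 of complex I, 1.69-fold lower (log2 ratio -0.76 ± 0.45, SD, n = 7 horses, adjusted p = 0.0447). Adjusted over the list alone, 26 were down-regulated, and 26 at an unadjusted p under 0.05, and the median log2 ratio was -0.34 (camera adjusted p = 6.77e-11, with an estimated correlation p = 0.0748 and adjusted p = 0.374, and fry adjusted p = 0.0388). Of 26 probes for 24 genes of cardiac and developing muscle, 2 were up-regulated and none down-regulated (3 and 0 when adjusted over the list alone, camera adjusted p = 0.0982). Actc1, the cardiac actin also made by regenerating fibers, was at least 11.7-fold higher (log2 ratio 3.54 ± 1.49, adjusted p = 0.00762, with the control signal at its lowest level in 2 values) and Uchl1, a ubiquitin hydrolase of nerve and young muscle cells, at least 2.66-fold higher (1.41 ± 0.53, adjusted p = 0.00517, in 1 value), both in 7 of 7 horses. They were named after their values were seen.

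Of 21 mouse probes for 20 collagen and fibrosis genes, Fn1 was down-regulated (log2 ratio -1.30 ± 0.74, n = 6 horses, adjusted p = 0.0491) and none was up-regulated by limma (2 down and 2 up when adjusted over the list alone, 6 up at an unadjusted p under 0.05), while the list as a whole lay higher (camera adjusted p = 0.0419). With an estimated correlation that call was lost (p = 0.205, adjusted p = 0.41). Of 15 macrophage markers on the mouse probes, none was up- or down-regulated by limma, also when adjusted over the list alone (3 up at an unadjusted p under 0.05, camera adjusted p = 0.0982).

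Among equine probes, 2 of 10 antioxidant and stress genes were up-regulated (GSTO1 and HSPA5) and NQO1 was down-regulated (3 and 1 when adjusted over the list alone), with a mean log2 ratio of 0.18 ± 0.42 (camera adjusted p = 0.242). With PSSM muscle in Cy5 alone HSPA5 (-0.00809) and the mean of the list lay below 0. Of 18 genes of tissues other than muscle, 5 were down-regulated and none up-regulated, also when adjusted over the list alone (mean -0.26 ± 0.17, camera adjusted p = 0.36, fry adjusted p = 0.0454). Besides SLC2A2 and CSF3 they were PLG, plasminogen of the liver (-0.54 ± 0.27, adjusted p = 0.0081), OXTR, the oxytocin receptor (-0.53 ± 0.35, adjusted p = 0.0155, and 0.0504 without horse 38), and OPRM1, the opioid receptor. None of 5 adipocyte markers passed by limma, also when adjusted over the list alone (camera adjusted p = 0.857), with -0.57 ± 1.33 for SCD, a fatty acid desaturase, and 0.15 ± 0.61 for CD36, a fatty acid transporter.

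For 177 genes with both an equine and a mouse probe, the log2 ratios had r = 0.138 (permutation test, p = 0.0672) and rho = 0.182 (p = 0.0157). Of the 35 such genes with a called equine probe, 17 had the same sign on the mouse probe, 7 of 12 that were up-regulated and 10 of 23 that were down-regulated. Hspa5 was up-regulated on a mouse probe (0.62 ± 0.31, adjusted p = 0.0326), with 1.79 in Cy3 and -0.55 in Cy5, and Hif1a had 0.46 ± 0.46 (adjusted p = 0.157).

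Over the 6 PSSM horses that both the labels and Table 2 name, the share of fibers with aggregates was set against the means of 4 lists. No correlation passed after adjustment. For the respiratory chain probes r was 0.838 (exact permutation test, p = 0.0333, adjusted p = 0.133, and p = 0.0583 by ranks). Without the 2 farthest horses r was 0.476. For the tRNA r was 0.559 (p = 0.265), for the macrophage markers -0.0744 and for the extracellular matrix genes 0.15.

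Chance differences between horses are argued against as the source of the 88 called equine probes. Over 64 sign patterns of whole horses, the highest other count was 1. A deviation of the single control pool, which all horses share, would give the same outcome and is not excluded.

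The fall of the mitochondrial tRNA probes was not shared equally by all mitochondrial probes. The 2 rRNA probes lay above the tRNA probes by 0.852 ± 0.23 (log2) in 7 of 7 horses (exact sign-flip test, p = 0.0156). Whether unequal amplification or signal of the probes plays a part was not tested, so a loss of all mitochondrial RNA is not excluded. A dye effect on the tRNA list is argued against, since the orientation nearer 0 had a mean of -0.892. A hypothesis is that tRNA encoded on the light strand may fall more: without the 2 serine tRNA, whose names are uncertain, 7 of them had a mean log2 ratio of -1.53 ± 0.53 and 13 of the heavy strand -0.75 ± 0.34, a difference of -0.783 ± 0.56 in 7 of 7 horses (exact sign-flip test, p = 0.0156, found and tested on the same data). The strands come from a textbook map of the mammalian sequence, and 4 of the 7 lie together between nucleotides 5066 and 5307, so location and strand remain mixed. The 7 include TRNP, whose location does not match its name, and without it the difference was -0.81 ± 0.69, below 0 in 7 of 7 horses, and no biological explanation was tested.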
